# UTP Regulates the Cardioprotective Action of Transplanted Stem Cells Derived From Mouse Cardiac Adipose Tissue

**DOI:** 10.3389/fphar.2022.906173

**Published:** 2022-06-15

**Authors:** Esteban Diaz Villamil, Lucas De Roeck, Marion Vanorlé, Didier Communi

**Keywords:** P2Y receptors, adipose-derived adult stem cells, cardiac ischemia, extracellular nucleotides, cardioprotection

## Abstract

Adipose tissue is a source of stem cells with a high potential of differentiation for cell-based regenerative therapies. We previously identified mouse P2Y_2,_ an ATP and UTP nucleotide receptor, as a regulator of adipogenic and endothelial differentiation of cardiac adipose-derived stem cells (cADSC). We investigated here the potential involvement of P2Y_2_ receptor in the cardioprotective action of undifferentiated cADSC transplantation in mouse ischemic heart. Transplantation of cADSC was realized in the periphery of the infarcted zone of ischemic heart, 3 days after left anterior descending artery ligation. A strong reduction of collagen stained area was observed 14 days after cADSC injection, compared to PBS injection. Interestingly, loss of P2Y_2_ expression totally inhibits the ability of transplanted cADSC to reduce cardiac fibrosis. A detailed gene ontology enrichment analysis was realized by comparing RNA-sequencing data obtained for UTP-treated wild type cASDC and UTP-treated P2Y_2_-null cASDC. We identified UTP target genes linked to extracellular matrix organization such as matrix metalloproteinases and various collagen types, UTP target genes related to macrophage chemotaxis and differentiation into pro-fibrotic foam cells, and a significant number of UTP target genes linked to angiogenesis regulation. More particularly, we showed that UTP regulated the secretion of CCL5, CXCL5, and CCL12 chemokines and serum amyloid apolipoprotein 3, in the supernatants of UTP-treated cADSC. Interestingly, CCL5 is reported as a key factor in post-infarction heart failure and in the reparative and angiogenic action of transplanted ADSC on ischemic tissue. We investigated then if a UTP-pretreatment of cADSC amplifies their effect on cardiac revascularization in mouse ischemic heart. Transplantation of cADSC was able to increase peri-infarct capillary density, 14 days after their injection. This beneficial effect on cardiac revascularization was enhanced by a UTP-pretreatment of cADSC before their transplantation, and not observed using P2Y_2_-null cADSC. Our data support that the efficacy of transplanted cADSC can be regulated by the release of inflammatory mediators such as extracellular nucleotides in the ischemic site. The present study highlights the P2Y_2_ receptor as a regulator of cADSC cardioprotective action, and as a potential target for the therapeutic use of undifferentiated cADSC in post-ischemic cardiac ischemia.

## Introduction

Adipose-derived stem cells (ADSC) are now recognized as an ideal source for therapeutic applications due to their multidifferentiation capacity and low immunogenicity (Schenke-Layland et al., 2009). ADSC implanted in the myocardium after ischemic injury produce and release pro-angiogenic, anti-apoptotic and anti-inflammatory cytokines and growth factors (Lévy et al., 2013; Zhao et al., 2017).

The therapeutic effects of ADSC are caused more by their secretory potential than by their cardiac differentiation capacity and direct integration into damaged tissue (Gnecchi et al., 2008). It is thus essential to elucidate the paracrine mechanisms underlying tissue repair and regeneration after ADSC transplantation. Pretreatment of ADSC before transplantation with specific factors constitutes a major approach to improve ADSC cardioprotective therapeutic effects (Stubbs et al., 2012; Zhu et al., 2015). Nevertheless the optimization of the cardioprotective abilities of transplanted ADSC in myocardial infarction treatment remains a major issue. ADSC isolated from cardiac adipose tissue display a better potential to differentiate into multiple cardiovascular cells including cardiomyocytes, endothelial cells, and vascular smooth muscle cells *in vitro* than stem cells derived from other fat depots such as subcutaneous and visceral adipose tissues (Nagata et al., 2016).

Therapeutic treatments for myocardial infarction display a limited success in preventing the progression of left ventricular remodeling, which results in only a partial restoration of cardiac function (Zhu et al., 2015; Zhao et al., 2017). Many research studies and clinical trials have highlighted the ability of ADSC injection to reduce myocardial infarction, promote post-ischemic vascularization and improve cardiac function (Yang et al., 2013; Chen et al., 2014). The use of ADSC has reinforced the idea that stem cell transplantation is still a promising strategy of therapeutic revascularization developed for patients with myocardial infarction (MI) (Cai et al., 2009). The regulation of cardiac fibrosis as well as revascularization and restoration of blood flow are the basis of the used therapeutic interventions to myocardial ischemia. Therapy based on the use of adipose-derived stem cells has already been performed for tissue regeneration and revascularization. Their paracrine actions include pro-angiogenic and anti-apoptotic effects through the secretion of various cytokines (Nagata et al., 2016) and their efficacy has been already tested in clinical trials (Cai et al., 2009; Chen et al., 2014).

An important release of extracellular nucleotides by cardiomyocytes and cardiac endothelial cells has been reported during myocardial ischemia (Dutta et al., 2004) and could modulate the inflammatory and fibrotic response within the infarcted area. P2Y_2_ receptor is an ubiquitously expressed ATP/UTP G-protein-coupled nucleotide receptor coupled to the phosphoinositide pathway (Lustig et al., 1993). P2Y_2_ activation significantly reduces cardiomyocyte death induced by hypoxia and UTP administration to rats reduces infarct size (Yitzhaki et al., 2005). We demonstrated previously that loss of P2Y_4_ receptor, another ATP/UTP nucleotide receptor, is associated with a protection against infarction and a decrease in cardiac inflammation, fibrosis and permeability (Horckmans et al., 2015). Purinergic receptors are considered as key regulators of proliferation, differentiation, cell death, and engraftment of diverse stem cells (Glaser et al., 2012; Zippel et al., 2012; Kaebisch et al., 2015). We demonstrated the differential involvement of P2Y_2_ and P2Y_4_ receptors on adipogenic differentiation of mouse cardiac adipose-derived stem cells (cADSC) (Lemaire et al., 2017; Negri et al., 2019). More recently, we showed that UTP is a regulator of endothelial differentiation and angiogenic properties of cADSC (Vanorlé et al., 2021).

Therapeutic applications based on ADSC preconditioning with extracellular nucleotides may provide a new advance for cardiac tissue repair. In the present study, we investigated the potential role of P2Y_2_ receptor in the cardioprotective action of transplanted undifferentiated cADSC in an *in vivo* model of mouse myocardial infarction.

## Methods

### Animals

P2Y_2_ knockout (KO) CD1/C57BL/6J mice were a kind gift from Dr. B. Koller (University of North Carolina, Chapel Hill, United States) (Homolya et al., 1999). 12- to 16-week-old male and female wild type (WT) and P2Y_2_ KO mice were used randomly for cADSC isolation and ischemia experiments.

### cADSC Isolation and Culture

cADSC were isolated from the stromal vascular fraction of wild type (WT) and P2Y_2_ KO mouse cardiac adipose tissue and their purity was checked by flow cytometry as previously described (Nagata et al., 2016). The cardiac adipose tissue, located between the visceral pericardium and the epicardium (including epi- and pericardic fat depots) was freshly harvested. Adipose tissue was washed in phosphate-buffered saline (PBS) and minced, followed by a digestion in collagenase A (2.5 g/L) at 37°C for 45 min. The digested tissue was filtered through a 100 μm cell strainer (Corning) and centrifuged at 500 g for 5 min. The supernatant containing adipocytes and debris was discarded. A red blood cell lysis was performed on the pelleted cells by an osmotic shock using ammonium-chloride-potassium (ACK) lysing buffer containing 0.15 M ammonium chloride, 0.01 M potassium bicarbonate and 0.0001 M disodium EDTA. After a last centrifugation at 500 g for 5 min, the resultant pellet, named the stromal vascular fraction, was suspended in Dulbecco’s modified Eagle’s medium (DMEM, Gibco) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin, plated at a density of 5 × 10^4^ per cm^2^ and incubated at 37°C in a humidified 95% O_2_/5% CO_2_ atmosphere. cADSC were selected by their high plastic adhesion, non-adherent cells were removed after 24 h, and the culture medium was subsequently replaced every 2 days. The cADSC cultures were not stimulated or stimulated daily with UTP (100 µM) for 7 days in the DMEM medium described above. A fraction of cADSC was used to check their purity before transplantation by flow cytometry using CD90, C105, and CD44 markers, as previously described (Nagata et al., 2016).

### Myocardial Infarction Model and Intra-Myocardial cADSC Injection

WT mice were anesthetized with a mixture of Dormazolam (midazolam, 5 mg/kg), Domitor (medetomidine hydrochloride, 0.5 mg/kg) and Fentadon (fentanyl, 0.05 mg/kg), intubated and mechanically ventilated (rate 130 stroke/min, tidal volume 0.13 ml). Optical magnification loop was used for better visualization of the operation field. A left side thoracotomy was performed between the third and the forth rib, and the pericardium was incised. Once the heart was exposed, MI was induced by the permanent ligation of the left anterior descending artery (LAD) proximal to its bifurcation from the main stem. Successful performance of coronary occlusion was confirmed by blanching of the myocardium distal to the coronary ligation. The thoracic incision was then closed with a 5-0 silk suture at the muscle tissue and a 7-0 silk suture at the skin. An antagonist cocktail of Naloxon (naloxone hydrochloride, 1.2 mg/kg), Anexate (flumazenil, 0.5 mg/kg) and Atipam (atipamezole hydrochloride, 2.5 mg/kg) was finally administered to the mice to reverse the general anesthesia. An intraperitoneal injection of Temgesic (buprenorphine, 0.3 mg/kg) was administered after the surgery and the next morning. Three days after LAD, mice underwent a second thoracotomy, as described above. This was followed by intramyocardial cADSC injections. Briefly, cADSC cultured in DMEM for 7 days, untreated or stimulated daily with UTP (100 µM), were detached with trypsin/EDTA and resuspended in PBS. These cells were then injected at a concentration of 10^4^ cells/µl at 3 different sites along the infarct border zone with a final volume of 10 μl at each site (3 × 10^5^ cells/heart). Sham/control group mice underwent the same experimental procedure excepted that they were subjected only to PBS injection. 14 days after injection, hearts were perfused with PAF 4%, collected, fixed in PAF 4%, and either immerged in isopropanol 70% and embedded in paraffin or immerged in a 10%, 20%, and finally a 30% sucrose solution and embedded in Tissue-Tek OCT compound (Sakura Finetek) and frozen at −80°C.

### Quantification of Fibrosis Area in Ischemic Hearts

Paraffin cross-sections (8 µm) of infarcted hearts were cut, fixed in Bouin’s solution (Sigma-Aldrich) and stained with Masson’s trichrome (Sigma-Aldrich), according to the manufacturer’s protocol. Sections were counterstained with hematoxiline and mounted. Images of whole hearts were acquired with NanoZoomer-SQ (Hamamatsu) at 0.23 μm/pixel. Fibrosis was quantified as the relative area of the blue staining (collagen) on five sections per ischemic heart compared to the left ventricle surface, using ImageJ software.

### Quantification of Vascular Density in Ischemic Hearts

The vascularity of the ischemic myocardium was assessed by staining with specific markers recognizing the presence of capillaries and arterioles. Briefly, 8 µm-thick heart cryosections were stained with an anti-isolectin B4 antibody—Alexa Fluor ™ 647 conjugate (1/400 ON at 4°C) (Invitrogen, Merelbeke, Belgium), an anti-α-smooth muscle actin antibody—Cy3™ conjugate (1/400 1 h at RT) (Sigma-Aldrich, St. Louis, MO, United States) and Hoechst (1/2000 1 min at RT) (Thermo Scientific, Merelbeke, Belgium). The area of the infarct border zone was determined as the 0.5 mm region of histologically intact myocardium surrounding the infarct-related fibrocellular region. Capillary and arteriole density was quantified in this peri-infarct myocardium. The final data were expressed as the number of capillaries or arterioles (<20 µm in diameter) per square millimeter, the percentage is referring to the ratio between control condition (PBS injection) and cADSC injection conditions. These analyses were performed using ImageJ software by examining 30 counting surfaces/field for capillary and arteriole density on a total of five sections per heart, at ×10 magnification, in a blinded fashion. Sections were counterstained with Hoechst to visualize the entire population of cell nuclei within each myocardial section.

### Image Acquisition of Transplanted Ischemic Hearts

Images were acquired at LiMiF (Université Libre de Bruxelles, Faculté de Médecine, Bruxelles, Belgique), on an Axio Observer Z1 inverted microscope (Zeiss) equipped with a Zeiss Axiocam 702 mono camera using a EC Plan NeoFluar ×10/0.3 dry objective (Zeiss). The microscope is equipped with an HBO 100 light source. Three channels were recorded with narrow band-pass filter sets (Zeiss) #49 (ex. 335–383 nm, em. 420–470 nm), #43 (ex. 538–562 nm, em. 570–640 nm), and #50 (ex. 625–655 nm, em. 665–715 nm) used to visualize blue, red and far-red fluorochromes, respectively. Images of 2.3 pixels (Axiocam 702 m) were acquired and recorded as 16-bit czi files. The field of view is defined by the ×10 objective resulting in 1.13 mm by 712.58 micron images. The pixel scaling results in 0.586 micron by 0.586 micron. Settings were kept identical for all conditions. Single plane images were displayed using Zen (Blue Edition) software (Zeiss) and exported as uncompressed TIF images.

### RNA-Sequencing Experiments

RNA-sequencing experiments were performed on WT or P2Y_2_ KO cADSCs cultured in DMEM for 7 days, untreated or treated every 24 h with UTP (100 µM). RNA was extracted using the RNeasy Mini Kit (Qiagen) after cell lysis using TRI Reagent Solution (Invitrogen). 1 µg/50 µl of RNA was engaged and the quality was checked using a Bioanalyzer 2100 (Agilent technologies). RNA-sequencing experiments were performed on two different pools of RNA from two cADSC cultures per condition. Complementary DNA (cDNA) libraries were obtained using the TruSeq Stranded mRNA Library Prep kit (NuGen) following manufacturer recommendations. The multiplex libraries (18 pM) were loaded on flow cells and sequences were produced using a HiSeq PE Cluster Kit v4 and TruSeq SBS Kit v3-HS from a HiSeq 1500 (Ilumina). Approximately 25 million paired-end reads per sample were mapped against the mouse reference genome (GRCm38.p4/mm10) using STAR software to generate read alignments for each sample. Annotations Mus_musculus GRC38.87.gtf were obtained from ftp.Ensembl.org. After transcripts assembling, gene level counts were obtained using HTSeq.

A gene enrichment analysis was performed with DAVID software on the RNA-sequencing data to determine which biological processes were enriched for differentially expressed genes. Only genes with CPM > 0.5 and a fold change >2 or <0.5 were considered. The modified Fisher Exact *p*-value or EASE score was reported by the software and indicated as logarithmic *p*-value.

### Quantitative Reverse-Transcription Polymerase Chain Reaction

Total mRNA was extracted from cADSC, cultured for 7 days in DMEM and untreated or treated daily with UTP (100 µM), as described above. RNA samples were eluted with RNase-Free water and RNA concentration was quantified by NanoDrop. Reverse transcription was performed with 500 ng mRNA, 0.5 µl random hexamers, 1 µl dNTPs (10 mM), 4 µl ×5 First Strand Buffer (250 mM Tris-HCl, pH 8.3, 375 mM KCl, 15 mM MgCl_2_), 2 µl DTT (0.1 M), 1 µl RNaseOUT ribonuclease inhibitor (40 U/µl), 1 µl SuperScript II reverse transcriptase (200 U/µl) and RNase-Free water up to a volume of 20 µl. Samples were incubated at 42°C for 50 min to synthesize cDNA and at 70°C for 10 min to stop the reaction. Quantitative polymerase chain reaction (qPCR) experiments were performed using 5 ng cDNA, specific primers (5 µM) for UTP target genes and P2Y receptors, 2x KAPA SYBR FAST qPCR Master Mix [KAPA SYBR FAST DNA Polymerase, reaction buffer, dNTPs, SYBR Green I dye, and MgCl2 (2.5 mM)], 50x KAPA SYBR FAST ROX Low and RNase-Free water up to a 20 µl volume on a 7500 Fast Real-Time PCR System (Applied Biosystems). Expression values for each gene were normalized to the expression of the housekeeping gene Rpl32. Results were expressed as 2^−ΔCt^. The specific primers for Ccl5, Cxcl5, Ccl12, Saa3, and Rpl32 genes and for P2ry2 and P2ry4 genes are shown in Table 1.

**TABLE 1:** Specific primers for UTP target genes, P2Y receptor genes and Rpl32 gene. Specific primers for UTP target genes Ccl5, Cxcl5, Ccl12, and Saa3, and for P2ry2 and P2ry4 receptor genes, were used in qPCR experiments and normalized to Rpl32 mRNA level.

Gene	Forward primer sequence	Reverse primer sequence
Ccl5	5'-GCT​GCT​TTG​CCT​ACC​TCT​CC-3′	5′-TCG​AGT​GAC​AAA​CAC​GAC​TGC-3′
Cxcl5	5′-CCT​CCT​TCT​GGT​TTT​TCA​GTT​TAG​C-3′	5′-GCA​TTC​TGT​TGC​TGT​TCA​CGC​TG-3′
Ccl12	5′-AGT​CCT​CAG​GTA​TTG​GCT​GG-3′	5′-CTT​CCG​GAC​GTG​AAT​CTT​CT-3′
Saa3	5′-GTT​GAC​AGC​CAA​AGA​TGG​GT-3′	5′-CCC​GAG​CAT​GGA​AGT​ATT​TG-3′
P2ry2	5′-AGC​CCT​TGT​ACT​GCG​CAA​AAC-3′	5′-GAA​GAT​ATA​GAG​AGC​CAC​GAC​GTT-3′
P2ry4	5′-GCC​CAA​GTT​CTG​GAG​ATG​GTG-3′	5′-GGT​GGT​TCC​ATT​GGC​ATT​GG-3′
Rpl32	5′-GCA​CCA​GTC​AGA​CCG​ATA​T-3′	5′-CAG​GAT​CTG​GCC​CTT​GAA​C-3′

### ELISA Experiments

Supernatants from cADSC cultured in DMEM for 7 days, untreated or treated daily with UTP (100 µM), were collected. CCL5, CXCL5, CCL12, and SAA3 protein levels were quantified by ELISA following the manufacturer’s procedure (R&D Systems). Total proteins were quantified using Pierce™ 660 nm Protein Assay Reagent (Thermo Scientific) supplemented with Ionic Detergent Compatibility Reagent (Thermo Scientific) to normalize ELISA results.

### Statistical Analysis

All data are expressed as mean ± SEM, and statistical analysis was performed with Prism Software (version 6; GraphPad, San Diego, CA, United States). Endpoint comparisons between 2 groups were performed using unpaired 2-tailed Student’s t-test. For multiple comparisons, false discovery rate according Benjamini-Hochberg was applied to control for type I false positive errors, FDR was set to 0.05. For parallel repeated-measures studies, 2-way ANOVA was used with Bonferroni post-hoc evaluation to determine the significance for individual time points. A 2-tailed *p* < 0.05 was considered as significant.

## Results

### Role of P2Y_2_ Receptor in the Ability of Transplanted cADSC to Reduce Post-ischemic Cardiac Fibrosis

Stromal cells were isolated from cardiac adipose tissue of WT and P2Y_2_ KO mice. Non-adherent cells were removed 24 h after the plastic adherence step. Flow cytometry experiments were performed with adherent stromal cells using CD90, CD105, and CD44 as markers of mesenchymal stem cells, and CD26 as fibroblast marker. More than 90% of isolated cells were CD90^+^ CD105^+^ CD44^+^ CD26^−^, and they were cultured for 7 days in proliferation medium (data not shown). These cADSC were then counted for intramyocardial injections (3 × 10 µl containing 10^5^ cells each). LAD ligation was performed on WT mice and intramyocardial injections of PBS (control), WT cADSC and P2Y_2_ KO cADSC were performed in the peri-infarct border zone, 3 days after LAD ligation. 14 days after injection, hearts were harvested and embedded in paraffin for further analysis.

Five heart sections per transplanted ischemic heart were stained with Masson’s trichrome to evaluate cardiac fibrosis. Fibrosis was quantified by calculating the area stained blue, expressed as a percentage of the left ventricle’s total area (Figures 1A,B). We observed a strong reduction of cardiac fibrosis in ischemic heart transplanted with WT cADSC compared to mice injected with PBS. Collagen stained area was reduced from 24.0 ± 1.3% of left ventricle area in PBS-injected hearts to 9.0± 1.3% of left ventricle area in WT cADSC-injected hearts (decrease of 62.5 ± 8.5%; mean ± SEM; ***: *p* < 0.001) (Figure 1A). Very interestingly this cardiac fibrosis reduction was not observed after transplantation of cADSC isolated from P2Y_2_ KO mice (Figures 1A,B). Effectively collagen stained area observed in PBS-injected ischemic mice (24.0 ± 1.3%; mean ± SEM), was comparable after P2Y_2_ KO ADSC transplantation (22.3 ± 1.0%; mean ± SEM). We observed comparable collagen blue staining for the fibrotic area of ischemic hearts injected with P2Y_2_ KO cADSC and PBS-injected ischemic hearts (Figure 1A, ×20 magnification). Collagen stainings are shown inside the fibrotic and remote areas of ischemic hearts injected with PBS, WT cADSCs or P2Y_2_ KO cADSC (Figure 1A, ×80 magnification).

**FIGURE 1:**
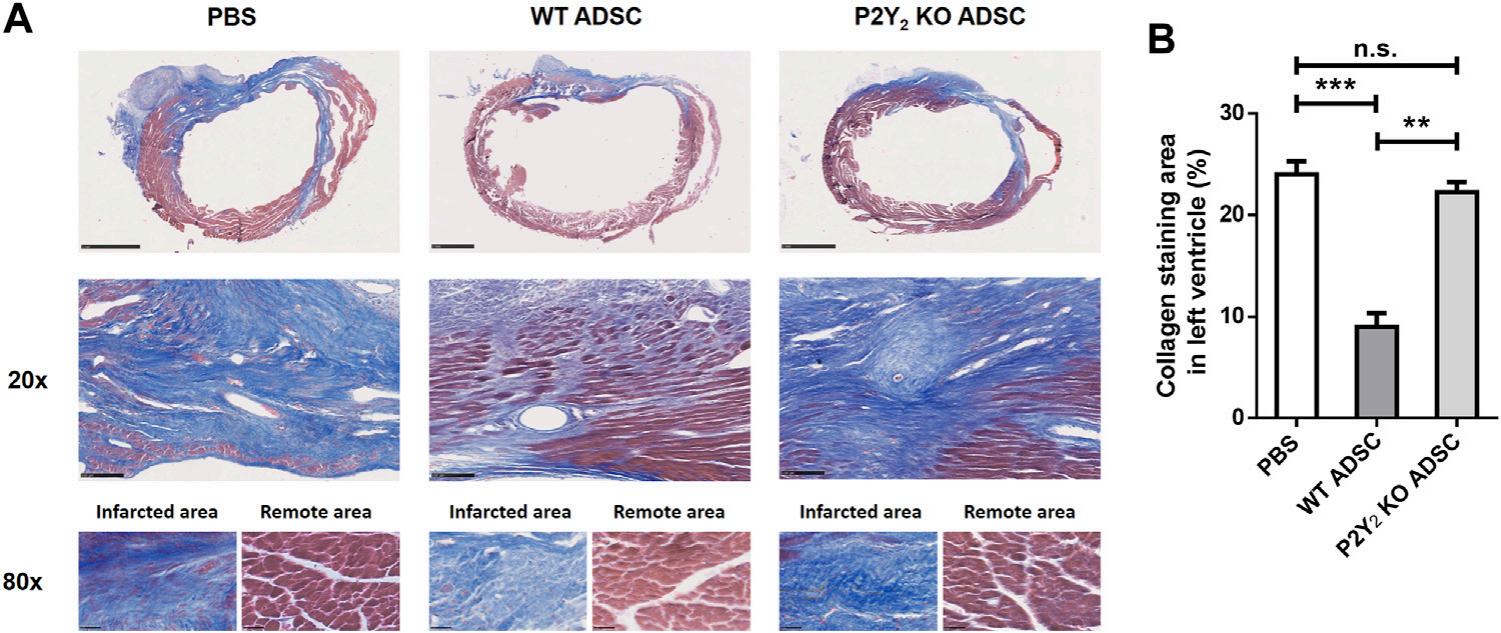
Role of P2Y_2_ receptor in the transplanted cADSC ability to reduce post-ischemic cardiac fibrosis. **(A)** Representative Masson’s trichrome staining of cardiac fibrosis in transplanted ischemic hearts. PBS, WT cADSC or P2Y_2_ KO cADSC were injected in the peri-infarct zone of ischemic hearts, 3 days after LAD ligation. 14 days after injection, images of Masson’s trichrome staining (in blue) in ischemic hearts were obtained for total heart (scale bar represents 1 mm), at ×20 magnification for the fibrotic area (scale bar represents 100 µm) and at ×80 magnification inside the infarcted and remote area regions (scale bar represents 25 µm) **(B)**. Quantification of fibrosis area normalized to total left ventricle area in ischemic hearts, 14 days after injection of PBS, WT cADSC or P2Y_2_ KO cADSC. Fibrosis area was quantified as the relative surface of collagen blue staining on five sections per ischemic heart, quantified by color image analyzer ImageJ in left ventricle (LV) and expressed as percentages of total LV surface (*n* = 3–5). Data represent mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001, n.s., not significant.

The inhibitory effect of undifferentiated cADSC transplantation on post-ischemic cardiac fibrosis is thus dependent on their P2Y_2_ receptor expression. Reduced cardiac fibrosis was observed without any required pretreatment of cADSC. The release of endogenous extracellular nucleotides currently observed during ischemia could thus regulate the cardioprotective action of transplanted cADSC through activation of P2Y_2_ receptors expressed at their surface.

### Identification of UTP Target Genes in Mouse cADSC

RNA-sequencing experiments were assessed on undifferentiated cADSC cells, unstimulated or treated daily with UTP (100 µM) during 7 days of culture in proliferation medium*.* RNA samples were extracted from two different cADSC cultures per condition and pooled for RNA-sequencing experiments. 

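The WT part of this experiment held 2 untreated and 2 UTP-treated libraries of cADSC, the stromal progenitor cells of mouse cardiac adipose tissue. Each library was made from RNA pooled from 2 cultures, so that n = 2 counts separate pools. Every p-value for a single gene measures the spread between pools, not between mice or single cultures. mRNA libraries were prepared with a stranded kit and sequenced as pairs of reads of 100 bases. The authors trimmed the reads with Trimmomatic, aligned them with STAR to the mouse genome (GRCm38.p4, mm10) and counted them per gene with HTSeq. Their table gives whole numbers for 52636 genes, which sum to 20010424 and 20010299 in the untreated libraries and to 20009940 and 20008555 in the UTP-treated libraries. The values fit counts that were multiplied by 1 factor per library to reach a common total and then rounded up, and they are called scaled counts here. A value of 10 scaled counts is 0.5 CPM, and a value of 0 allows a level of up to 0.15 CPM, a limit that covers counting error only. The 4 WT libraries were fitted with edgeR's quasi-likelihood test together with the 4 libraries labelled P2Y2 KO, after TMM normalization. The test covered the 17529 genes above 0.5 CPM in at least 2 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The fold change rule of the paper was computed on the means of both libraries, for genes with a mean above 0.5 CPM in at least 1 of the 2 conditions, since the paper's text does not name the libraries in which the minimum must hold.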

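In UTP-treated WT cADSC, Clec4n, which encodes the myeloid lectin dectin-2, rose from 8.27 ± 0.0353 to 46.6 ± 5.65 CPM (mean ± SD, n = 2 pools each), a log2 fold change of 2.49 (standard error 0.15, adjusted p = 0.00147 from edgeR). Il1rn, the interleukin-1 receptor antagonist, rose from 31.9 ± 3.32 to 81.1 ± 8.02 CPM, a log2 fold change of 1.34 (standard error 0.09, adjusted p = 0.0022 from edgeR). Genes of macrophage identity fell. Of 30 such genes, 22 were lower with UTP and none was higher (29 lower when adjusted over the list alone), with a median log2 fold change of -1.35. That median was -0.99 and -1.7 without the first and second untreated WT pool, and -1.47 and -1.32 without the first and second UTP-treated one. It was -1.35 to -1.36 without 1 pool labelled P2Y2 KO. The fall thus kept its direction where calls for single genes were lost, as given below. The camera set test gave the list an adjusted p of 1.64e-84 at a preset correlation of 0.01 between genes. That call did not hold when the correlation was estimated, at 0.875 (adjusted p = 0.311 with an estimated correlation). The test sets listed genes against all others, so that its p-values rest on the spread across genes and not on that between pools. C1qa, a subunit of complement C1q made by macrophages, fell from 147 ± 16.4 to 45.8 ± 0.85 CPM, and the scavenger receptor gene Cd163 fell from 8.92 ± 4.06 to 0.975 ± 0.106 CPM (n = 2 pools each; adjusted p = 0.00147 and 0.0267 from edgeR). Summed over the macrophage list, the untreated pools held 5730 and 4050 CPM and the UTP-treated pools 2500 and 2370 CPM. The untreated pools also stood apart from each other, with 186 genes more than 2-fold apart, against 59 between the UTP-treated pools. In all, 214 of the 17529 genes passed the test (25 higher and 189 lower, 144 of them at least 2-fold), and 3109 had an unadjusted p under 0.05. The first untreated pool had no Y-linked reads and Xist at 452 CPM, against 249 CPM in the second and 241 and 242 CPM with UTP. With the share of male cells, estimated from Xist, as a covariate added later, 108 genes passed in edgeR, 98 of them among the 214. The macrophage median was then -1.23, with 13 of the 30 genes called lower. By the fold change rule alone, 169 genes lay above 2 and 355 below 0.5, together 524, of which 144 also passed the test. Without 1 library, the test called 128 genes (first untreated WT pool left out), 2403 (second untreated), 1 (first UTP-treated), 2 (second UTP-treated), 12 and 71 (untreated pools labelled P2Y2 KO) or 87 and 79 (their UTP-treated pools), and 0 of the macrophage genes were called without either UTP-treated WT pool, 4 without the first untreated pool labelled P2Y2 KO and 13 without any of the other 3. Without the second untreated WT pool the fold change rule gave 1033 genes (489 above 2 and 544 below 0.5), without the first it gave 200 below 0.5, and without the second UTP-treated pool 261 above 2.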

Among the 1,359 differentially regulated genes, 598 genes were upregulated by UTP (fold change > 2) and 761 were downregulated by UTP (fold change <0.5). MA-plot representation provides an overview of regulated-gene distribution within two-sample comparison (Figure 2A). We observed inter alia upregulation of Ccl5, Ccl22, Cxcl5, and downregulation of Ccl12 chemokine genes by UTP in ADSC (Figure 2A). 

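Ccl5 (ENSMUSG00000035042, chromosome 11 of GRCm38, 83525778 to 83530518), a chemokine for T cells and monocytes, rose from 3 and 3 scaled counts in the untreated WT pools to 19 and 20 with UTP, a log2 fold change of 2.65 (standard error 0.39, adjusted p = 0.0288 from edgeR). Ccl12 (ENSMUSG00000035352, chromosome 11, 82101845 to 82103400), a monocyte chemoattractant, fell from 9.67 ± 2.79 to 1.82 ± 0.106 CPM (SD, n = 2 pools each), a log2 fold change of -2.4 (standard error 0.41, adjusted p = 0.0407 from edgeR). Ccl4, another chemokine of activated myeloid cells, fell from 13.7 ± 3.99 to 4.67 ± 0.53 CPM (adjusted p = 0.0288 from edgeR). Cxcl5 (ENSMUSG00000029371, chromosome 5, 90759360 to 90761624), a neutrophil attractant, was at 13.5 ± 7.24 CPM untreated and 30.6 ± 2.01 CPM with UTP, and its log2 fold change of 1.18 did not pass the test (standard error 0.43, adjusted p = 0.214 from edgeR). The ratio for Cxcl5 was 3.65 against the first untreated pool and 1.64 against the second. Ccl22 had 1 and 1 scaled counts untreated and 17 and 6 with UTP, too few to be tested. Across the 26 chemokine genes listed, 22 were tested, of which 1 was higher and 2 were lower (the same counts when adjusted over the list alone). Their median log2 fold change was 0.19 and their mean 0.07, while camera gave a downward direction with an adjusted p of 0.868; 11 were called without the second untreated WT pool, 1 without the first, and 0 without either UTP-treated WT pool or either untreated pool labelled P2Y2 KO. The call for Ccl5 was lost without the first untreated WT pool (adjusted p = 0.107 from edgeR), the first or second UTP-treated WT pool (0.222 and 0.311) or either untreated pool labelled P2Y2 KO (0.0626 and 0.061), and that for Ccl12 without the same libraries (0.15, 0.256, 0.354, 0.066 and 0.0625). Ccl4 lost its call without either UTP-treated WT pool (adjusted p = 0.222 and 0.337 from edgeR) or either untreated pool labelled P2Y2 KO (0.0607 and 0.0578). Of these omissions, only that of the second untreated WT pool let Cxcl5 pass edgeR's test (log2 fold change 1.85, adjusted p = 0.0462, with a range of 0.00568 to 0.724 over all alternatives).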

A gene ontology (GO) enrichment analysis with DAVID software on the RNA-sequencing data obtained from UTP-treated ADSC versus untreated ADSC revealed that several biological processes linked to innate immune response, inflammation, as well as signal/receptor transduction and transmembrane/ion transport were enriched (Figure 2B). 

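Genes of acute inflammation were higher on balance in UTP-treated WT cADSC, with a median log2 fold change of 0.38 over 19 tested genes, of which 15 lay above 0. Only Saa3 passed the test on its own (4 higher and 1 lower when adjusted over the list alone), and camera gave the list an adjusted p of 0.000959 (adjusted p = 0.552 with an estimated correlation). Of the acute inflammation genes, 6 were called without the second untreated WT pool, and 0 without the first, either UTP-treated WT pool or the first untreated pool labelled P2Y2 KO. Interferon-stimulated genes had a median log2 fold change of 0.73, with all 24 above 0 and 0 past edgeR's test, over all genes or when adjusted over the list alone, while 11 had an unadjusted p under 0.05 and 1 passed in DESeq2. Their camera call (adjusted p = 6.7e-06, and adjusted p = 0.78 with an estimated correlation) was lost without the second untreated pool (0.0552) or the second UTP-treated pool (0.718). The interferon target Ifit1 had 173 and 119 scaled counts in the untreated pools and 172 and 1395 with UTP. Siglecf and Acp5, genes of alveolar-type macrophages or eosinophils and of osteoclasts, rose with log2 fold changes of 1.18 and 1.17 (adjusted p = 0.0305 and 0.0389 from edgeR). Genes of other leukocytes did not move as lists. The camera adjusted p was 0.176 for 10 dendritic cell genes (median log2 fold change 0.14, 1 higher), 0.744 for 11 B cell genes (-0.20), 0.868 for 5 T and NK cell genes (-0.06) and 0.748 for 7 neutrophil and mast cell genes (0.39, with a mean of -0.03). In the dendritic list Itgax, an integrin also carried by macrophages, rose by a log2 fold change of 0.63 (adjusted p = 0.0283 from edgeR), whereas the macrophage genes fell, and it lost its call without 4 of the 8 libraries (adjusted p up to 0.311). From the GO terms enriched among the genes past its fold change rule, the paper states that the UTP target genes are linked to innate immunity, inflammation, signal transduction and ion transport. The calls for Siglecf and Acp5 were lost without any of 7 of the 8 libraries, with adjusted p up to 0.311 and 0.337 without the second UTP-treated WT pool.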

The modified Fisher Exact *p*-value or EASE score was reported by the software and indicated as logarithmic *p*-value.

**FIGURE 2:**
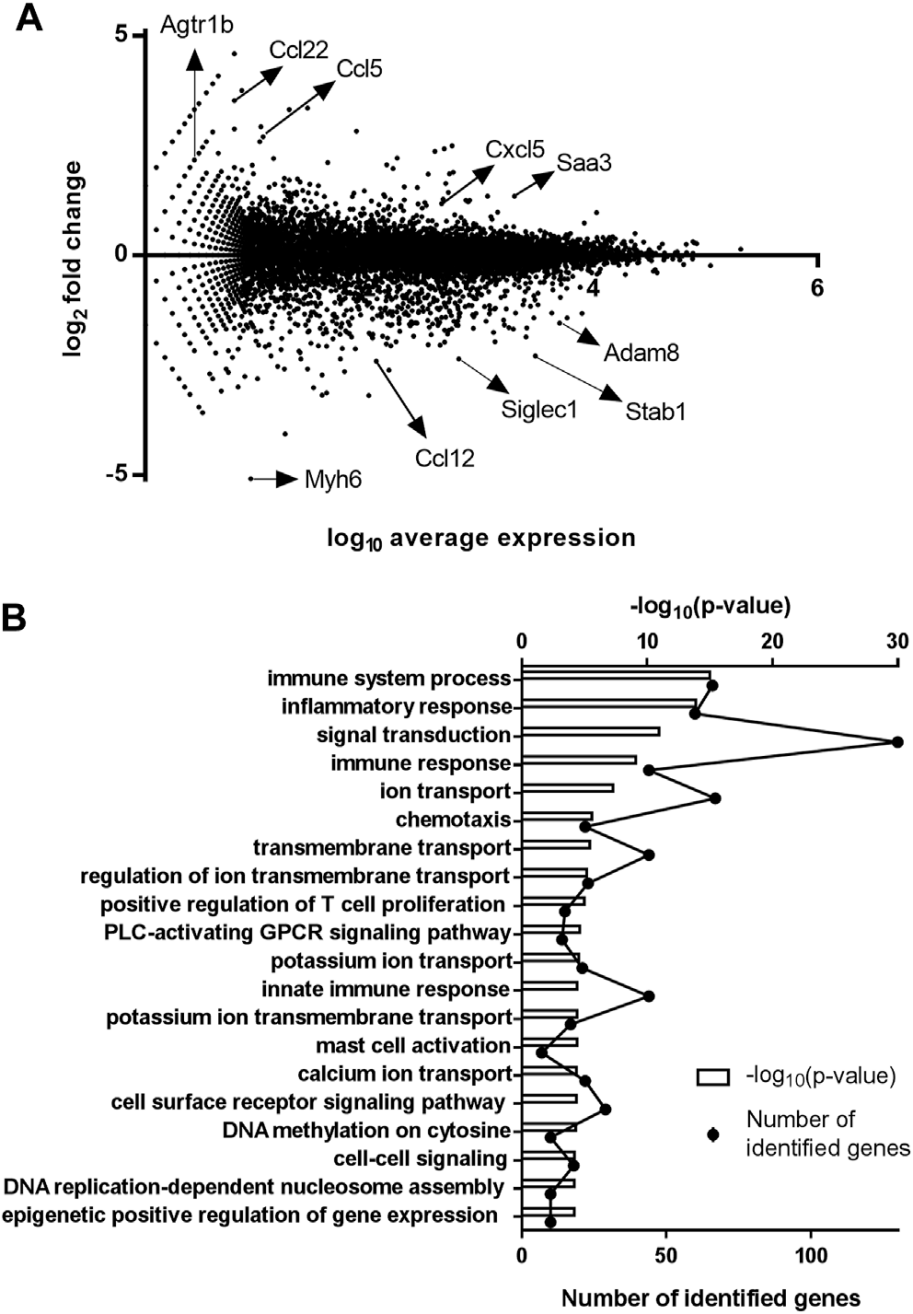
Identification of UTP target genes in mouse cADSC **(A)**. MA-plot of RNA-sequencing data comparing UTP-treated and untreated undifferentiated cADSC. RNA-sequencing experiments were performed on two RNA pools from two independent cultures of cADSC after 7 days in proliferation medium, and with or without daily stimulation with 100 µM UTP. Examples of upregulated genes (Agtr1b, Ccl5, Ccl22, Cxcl5, Saa3) and downregulated genes (Myh6, Ccl12, Siglec1, Stab1, Adam 8) are indicated by arrows. MA-plot shows the average expression on the X-axis and the log fold change on the *y*-axis of the two groups. MA plot; X = ln(√(x1*x2)), Y = log_2_(x1/x2). **(B)** Enriched biological processes related to UTP target genes in cADSC. Biological processes revealed as enriched for differentially expressed genes between UTP-treated and untreated cADSC after GO enrichment analysis performed with DAVID software (DAVID Bioinformatics Resources).

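Saa3 (chromosome 7, 46711998 to 46715700), an acute phase protein of adipose tissue and macrophages, rose from 55.6 ± 12.4 to 141 ± 4.95 CPM in WT cADSC (SD, n = 2 pools each), a log2 fold change of 1.35 (standard error 0.20, adjusted p = 0.0288 from edgeR). Siglec1 (chromosome 2, 131069220 to 131086765), a sialic acid receptor of macrophages, fell from 52.4 ± 13.8 to 10.2 ± 0.637 CPM, a log2 fold change of -2.35 (standard error 0.18, adjusted p = 0.00301 from edgeR). Stab1 (chromosome 14, 31139013 to 31168641), a scavenger receptor of macrophages and sinusoidal endothelium, fell from 252 ± 92.3 to 51.6 ± 3.28 CPM, a log2 fold change of -2.29 (standard error 0.33, adjusted p = 0.0283 from edgeR). Adam8 (chromosome 7, 139978932 to 139992562), a membrane protease of myeloid cells, fell from 372 ± 115 to 128 ± 8.69 CPM (adjusted p = 0.0267 from edgeR). The other examples rest on few counts. Agtr1b (chromosome 3, 20314473 to 20367177), an angiotensin II receptor gene, had 1 and 1 scaled counts untreated and 7 and 2 with UTP, a ratio of 4.5 with a 95% counting interval of 0.931 to 42.8. Myh6 (chromosome 14, 54941921 to 54966927), the cardiac myosin heavy chain, had 34 scaled counts in the first untreated pool and 0 in the second, against 0 and 1 with UTP, so that its ratio rests on 1 pool. Neither passed the minimum for the test. Without the first and without the second UTP-treated WT pool the adjusted p from edgeR rose to 0.126 and 0.107 for Siglec1, 0.226 and 0.337 for Stab1, and 0.222 and 0.311 for both Adam8 and Saa3. Without the first untreated pool labelled P2Y2 KO it rose to 0.0511 for Stab1, Adam8 and Saa3, and without the first untreated WT pool to 0.0893 for Saa3.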

### Detailed Analysis of Genes Regulated by UTP Through P2Y_2_ Receptor Activation in Mouse cADSC

We have previously demonstrated differential involvement of both mouse P2Y_2_ and P2Y_4_ receptors for UTP and ATP, in cADSC adipogenic differentiation thanks to P2Y_2_ and P2Y_4_ knockout mice (Lemaire et al., 2017; Negri et al., 2019). The absence of a clear detection of membrane-bound P2Y_2_ receptors remains a limitation. Our use of mouse monoclonal anti-P2Y_2_ antibody (H-5) from Santa Cruz Biotechnology (sc-518121) at 1:500 dilution was previously unsuccessful in mouse cADSC (data not shown). A comparable weak staining of cADSC was obtained with phycoerythrin-conjugated m-IgGκ secondary antibody alone (sc-516141; Santa Cruz Biotechnology) (data not shown).

We decided to compare UTP-regulated genes in WT and P2Y_2_ KO cADSC to identify more precisely genes and associated-biological processes specific of P2Y_2_ activation in these cells, and potentially linked to our cardiac fibrosis data using WT and P2Y_2_ KO ADSC (Figure 1). UTP is used as a stimulating agent instead of ATP to avoid regulation of genes related to ADP or adenosine receptor activation after ATP degradation. We have not detected expression of P2Y_6_ UDP receptor in cADSC (data not shown). A UTP-treatment during 7 days with UTP would thus activate only P2Y_2_ and P2Y_4_ receptors in cADSC.

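The table of P2Y2 KO cADSC held 2 untreated and 2 UTP-treated libraries, made and counted like those of WT, with the same 52636 genes. Its scaled counts sum to 20014110 and 20009605 in the untreated libraries and to 20009841 and 20015454 in the UTP-treated libraries. The paper's methods place the animals on a mixed CD1/C57BL/6J background, while the sample labels give C57BL/6J. The WT and P2Y2 KO cultures were untreated or received 100 µM UTP daily for 7 days, and the effects of UTP in both genotypes share no control library. All 8 libraries were fitted together, and the difference between both UTP effects was tested as an interaction in the same fit.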

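P2ry2 itself (ENSMUSG00000032860, chromosome 7 of GRCm38, minus strand, 100996568 to 101012866) was read at 17.7 ± 0.53 CPM in untreated WT cADSC and at 14.8 ± 1.10 CPM in the untreated libraries labelled P2Y2 KO (SD, n = 2 pools each). The log2 difference of -0.26 did not pass the test (standard error 0.10, unadjusted p = 0.0277 and adjusted p = 0.0925 from edgeR). With UTP it was at 16.4 ± 0.0008 CPM in WT and 14.4 ± 0.951 CPM in the libraries labelled P2Y2 KO, log2 fold changes of -0.11 and -0.03 (adjusted p = 0.591 and 0.984 from edgeR). In the longest annotated transcript, of 3011 bases in 3 exons, the coding sequence takes 1122 bases including the stop codon (100997975 to 100999096), 37.3% of the length, so that reads of a transcript without it are not excluded by a count per gene. No other annotated gene overlaps P2ry2. P2ry6, the UDP receptor gene that lies 21.9 kb from it (100937630 to 100974649), fell in WT from 29.2 ± 7.28 to 10.6 ± 1.45 CPM, a log2 fold change of -1.46 (standard error 0.18, adjusted p = 0.0267 from edgeR). The macrophage genes fell in the same pools, and reads from a whole culture do not show which cells carry P2ry6. In the libraries labelled P2Y2 KO it was at 37.7 ± 4.69 and 23.6 ± 0.419 CPM (adjusted p = 0.419 from edgeR; 0.044 from DESeq2, and 0.0388 and 0.0374 from edgeR without the first or second untreated WT pool). P2ry4 (chromosome X, 100590154 to 100594869) had 1 scaled count in the first untreated WT pool and 0 in the other 7 libraries. Of 27 purinergic genes listed, 23 were tested, and P2ry6 alone passed in WT (2 higher and 6 lower when adjusted over the list alone), with a camera adjusted p of 0.164 for the list and 9 called without the second untreated WT pool. P2ry12, a receptor of microglia-like macrophages and platelets, was at 2.82 ± 1.73 and 0.35 ± 0.141 CPM in WT (adjusted p = 0.0662 from edgeR; it passed as lower in DESeq2, with 0.000396, and in edgeR without the second untreated WT pool, with 0.00457), in the pools whose macrophage genes fell. The call for P2ry6 was lost without the first or second UTP-treated WT pool (adjusted p = 0.222 and 0.311 from edgeR) or the first untreated pool labelled P2Y2 KO (0.0511).

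**Figure D1:**
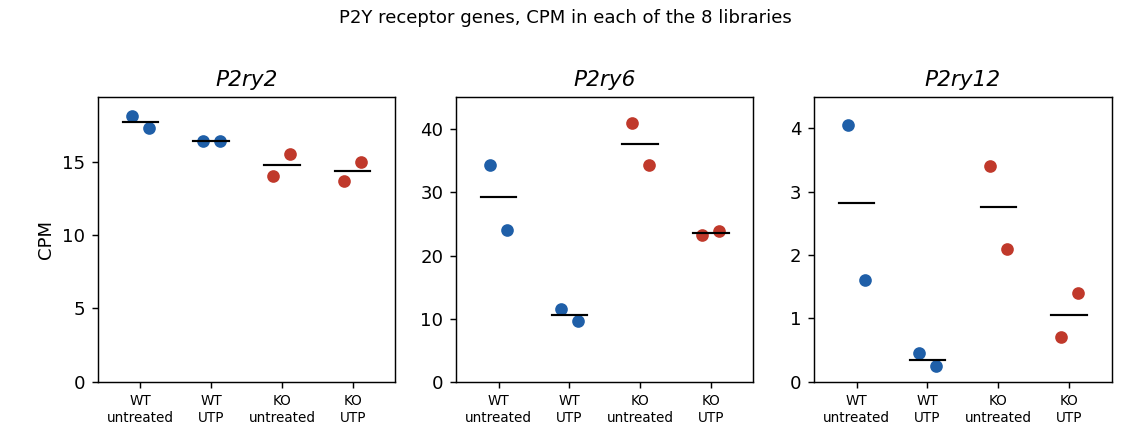
P2ry2, P2ry6 and P2ry12 in each of the 8 libraries, in CPM on the vertical axis, by genotype and treatment. Points are single pools and bars the mean of 2 pools; P2ry2 lies at 14.4 to 17.7 CPM in all 4 group means.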

RNA-sequencing experiments were performed using P2Y_2_ KO cADSC, unstimulated or treated daily with UTP (100 µM). UTP gene expression profile was compared in both WT and P2Y_2_ KO cADSC*,* only genes with CPM >0.5 and a fold change >2 or <0.5 being considered. 

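The macrophage genes lay below 0 with UTP in both genotypes. In the libraries labelled P2Y2 KO their median log2 fold change was -0.61, with 28 of 30 below 0 and 0 past edgeR's test (20 lower when adjusted over the list alone, 21 at an unadjusted p under 0.05 and 11 called by DESeq2). The camera call in the libraries labelled P2Y2 KO (adjusted p = 4.32e-35) also did not hold with an estimated correlation (adjusted p = 0.332 with an estimated correlation). Csf1r, the receptor that macrophages need to survive, fell from 423 ± 138 to 157 ± 12.3 CPM in WT (adjusted p = 0.0267 from edgeR) and was at 542 ± 13.3 and 341 ± 19.6 CPM in the libraries labelled P2Y2 KO (SD, n = 2 pools each; adjusted p = 0.448 from edgeR, and 0.0145 and 0.0134 without the first or second untreated WT pool). There, 6 genes passed edgeR's test as higher and 0 as lower, with 33 higher and 67 lower in DESeq2. With the replicate number as a block in edgeR, an alternative since no source gives a pairing, 48 genes passed, most of them lower. The 6 were Clec4n (log2 fold change 2.78), Ccl5 (2.73), Il1rn (1.64), Il20rb (1.64), Atp6v0d2 (0.92) and Rcan1 (0.80), while 1325 had an unadjusted p under 0.05. Of the 6, 5 were also called higher in WT, where independent lists would share 0.00856. Both comparisons come from 1 fit with 1 estimate of spread per gene, which favours the same genes in both. The lists are thus not independent, and that number does not measure agreement between genotypes. Of the 214 genes called in WT, 212 had a log2 fold change of the same sign in the libraries labelled P2Y2 KO (99.1%, exact binomial interval 96.7% to 99.9%, across genes, which are not independent replicates). The 189 lower ones had a median of -1.33 in WT and -0.59 in the libraries labelled P2Y2 KO. The interaction between genotype and UTP passed for 0 genes in edgeR and for 5 in DESeq2, with a smallest adjusted p of 0.837 in edgeR. There 922 genes (5.26% of those tested) had an unadjusted p under 0.05, close to the share that no effect would give. With 2 pools per group this does not show that the effects were equal. In simulated data the interaction test called 10 of 50 genes changed 1.5-fold and 30 of 50 changed 2-fold. By the fold change rule, 443 genes passed in WT and not in the libraries labelled P2Y2 KO, and 81 passed in both. Of the 443, 341 had the same direction in both, 420 could be tested for the interaction, and 0 passed it while 150 had an unadjusted p under 0.05. The rule chose these genes in the same libraries for a ratio that passed in 1 genotype only. Such a choice alone favours small p-values for the interaction, so that the 150 are not independent evidence of it. Without the second untreated WT pool the interaction passed for 275 genes and the rule gave 940 in place of 443, and without the first it gave 288. The 6 calls became 148 (29 higher and 119 lower) and 156 (31 and 125) without the first and second untreated WT pool, 2 without either UTP-treated WT pool, 3 without the second untreated pool labelled P2Y2 KO, and 2 and 19 without the first and second UTP-treated one, and 15 and 17 of the macrophage genes were called lower there without the first and second untreated WT pool.

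**Figure D2:**
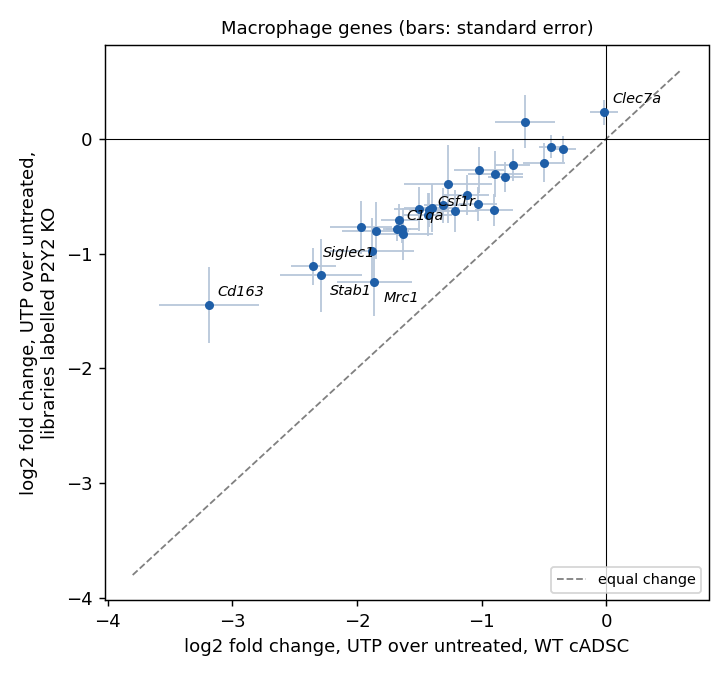
Log2 fold change of UTP over untreated for the 30 macrophage genes, in WT cADSC on the horizontal axis and in the libraries labelled P2Y2 KO on the vertical axis. Points are genes, bars are standard errors, and the dashed line marks equal change; all 30 lie below 0 in WT and 28 in the libraries labelled P2Y2 KO.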

Among the 1,359 regulated genes identified in WT cADSC (Figure 2A), we observed that 977 genes were no more regulated in P2Y_2_ KO cADSC whereas 382 genes were still regulated by UTP in P2Y_2_ KO cADSC. A detailed GO enrichment analysis was made for these 977 UTP target genes only identified in WT ADSC and not in P2Y_2_ KO ADSC (Figure 3A). Besides the important number of genes involved in immune and inflammatory responses, GO analysis revealed enriched biological processes linked to multicellular organism development, cell differentiation and adhesion, angiogenesis and response to hypoxia (Figure 3A). 

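Angiogenesis genes, a list of 35 written without reference to the GO terms, were higher on balance in UTP-treated WT cADSC, with a median log2 fold change of 0.14 over 33 tested genes. Of these, 3 were higher and 1 was lower (4 higher and 1 lower when adjusted over the list alone). Apln, which encodes the vascular peptide apelin, rose from 18 ± 2.97 to 30.9 ± 1.45 CPM (SD, n = 2 pools each), a log2 fold change of 0.78 (standard error 0.10, adjusted p = 0.0267 from edgeR). Nrp2, a semaphorin and VEGF coreceptor, fell by 0.93 on the log2 scale (adjusted p = 0.031 from edgeR). The list had a camera adjusted p of 0.00161 in WT (adjusted p = 0.453 with an estimated correlation) and of 5.14e-05 in the libraries labelled P2Y2 KO (adjusted p = 0.332 with an estimated correlation), and its interaction did not pass (0.437). Endothelial genes had a median of 0.31 in WT, with 0 of 16 past edgeR's test (2 higher when adjusted over the list alone, 4 at an unadjusted p under 0.05 and 0 called by DESeq2) and a camera adjusted p of 0.00453 (adjusted p = 0.552 with an estimated correlation). Mesenchymal genes, those of the stromal cells themselves, had a median of 0.22, with Ly6a higher (log2 fold change 0.45, adjusted p = 0.0345 from edgeR; 7 higher and 1 lower when adjusted over the list alone) and a list adjusted p of 0.000959 (adjusted p = 0.453 with an estimated correlation). Hypoxia genes did not move, with a median of 0.00 over 25 genes, 0 past edgeR's test (2 at an unadjusted p under 0.05 and 1 called by DESeq2) and a camera adjusted p of 0.991. Cell cycle genes had a median of 0.03 in WT (adjusted p = 0.748 from limma's camera). Without the second untreated WT pool edgeR called 11 angiogenesis, 8 mesenchymal, 6 endothelial, 3 cell cycle and 2 hypoxia genes, and no angiogenesis gene without either UTP-treated WT pool or the first untreated pool labelled P2Y2 KO. From the genes past its fold change rule in WT and not in P2Y2 KO cADSC, the paper reasons that these are specific of P2Y2 activation, and from their GO terms it links them to development, adhesion, angiogenesis and hypoxia. The call for Apln was lost without the first or second UTP-treated WT pool (adjusted p = 0.222 and 0.311 from edgeR) or the first untreated pool labelled P2Y2 KO (0.0511). Ly6a and Nrp2 lost theirs without 5 and 6 of the 8 libraries, with a highest adjusted p of 0.354 and 0.353 from edgeR without the second UTP-treated WT pool.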

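The genes that the paper lists for extracellular matrix, macrophage chemotaxis and foam cells, hypoxia and angiogenesis number 57, and those among them with the most reads were lower with UTP in WT cADSC. In total 10 were lower and 0 were higher at an adjusted p under 0.05 from edgeR (6 higher and 22 lower when adjusted over the list alone), and 19 passed in DESeq2. Since the list was chosen by the study on these samples, these counts are not independent evidence of its direction. C5ar1, the receptor of complement C5a on myeloid cells, had a log2 fold change of -1.97 (standard error 0.25, adjusted p = 0.0267 from edgeR). Vav3 and Pik3cg, signalling genes of leukocytes, fell with log2 fold changes of -1.37 and -1.63 (adjusted p = 0.0267 and 0.0288 from edgeR). The 10 lower genes were Tgfbi, Msr1, Csf1r, C3ar1, C5ar1, Hhex, Vav3, Adam8, Pik3cg and Ccl12, and 5 genes of the list also stood on the macrophage list. A further 24 of the 57 had at most 10 scaled counts in every WT library. Of the 57, 32 passed the fold change rule with its CPM minimum and 35 could be tested. Of the 35, 28 had the same direction in the libraries labelled P2Y2 KO, and edgeR passed 0 for UTP (11 at an unadjusted p under 0.05, 3 called by DESeq2) and 0 for the interaction (15 at an unadjusted p under 0.05, 0 called by DESeq2). The count of 10 became 25 without the second untreated WT pool, 0 without either UTP-treated WT pool or the first untreated pool labelled P2Y2 KO, and 5 without the second, while in the libraries labelled P2Y2 KO 7 were called without either untreated WT pool, and the interaction passed for 10 without the second untreated WT pool. Of the 7 genes with a ratio above 1 that passed the CPM minimum, 5 exceeded 2 against the first untreated WT pool alone and 4 against the second, with no ratio to the first for Wnt7a, which has 0 scaled counts there, and of the 25 with a ratio below 1, 22 lay below 0.5 against the first and 13 against the second.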

Table 2 shows UTP target genes linked to processes moderately enriched but potentially related to our model of cardiac ischemia. Among the 977 UTP target genes, we identified genes linked to extracellular matrix organization and collagen catabolic process such as matrix metalloproteinases Mmp1b, Mmp9, and Mmp25 and collagen types Col10a1, Col17a1, and Col25a1, and genes related to macrophage chemotaxis such as Ccr7 chemokine receptor and colony-stimulating factor 1 receptor (Csf1r) (Table 2). 

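Among the matrix genes named, Mmp9, a gelatinase, was at 2.40 ± 1.63 CPM untreated and 6.62 ± 1.02 CPM with UTP in WT cADSC (SD, n = 2 pools each), a log2 fold change of 1.47 that did not pass the test (standard error 0.57, adjusted p = 0.239 from edgeR). In the libraries labelled P2Y2 KO, Mmp9 was at 4.85 ± 1.63 and 5.42 ± 3.99 CPM. Col10a1, the collagen of hypertrophic cartilage, had 27 and 158 scaled counts untreated and 18 and 18 with UTP (adjusted p = 0.162 from edgeR; 0.00372 without the first untreated pool, and 0.0121 from DESeq2), so that its ratio rests on the second untreated pool. Col17a1, a collagen of epithelial hemidesmosomes, had 2 and 14 scaled counts untreated and 27 and 27 with UTP (adjusted p = 0.185 from edgeR; 0.011 without the second untreated pool). The epithelial genes Krt5 and Cdh1 were likewise low in the first untreated pool, with 15 and 12 scaled counts against 99 and 139 in the second. Mmp1b had 0 and 1 scaled counts untreated and 0 and 2 with UTP, Col25a1 0 and 1 against 1 and 1, and Mmp25 8 and 6 against 2 and 4. Ccr7, a receptor that guides dendritic and T cells to lymph nodes, had 7 and 9 scaled counts untreated and 2 and 3 with UTP. Csf1r (chromosome 18, 61100598 to 61132149) fell by 1.43 on the log2 scale (standard error 0.19). Among 34 tested collagen genes 22 lay above and 12 below 0, with 0 past edgeR's test or when adjusted over the list alone (11 at an unadjusted p under 0.05 and 2 called by DESeq2), and the camera adjusted p of that list was 0.106. Col1a1 and Col3a1, the main fibrillar collagens, had log2 fold changes of 0.31 and 0.28 (adjusted p = 0.173 and 0.222 from edgeR; 0.00571 and 0.0181 without the second untreated WT pool). Of 33 matrix proteases and their inhibitors tested, Adam8 alone was lower and none was higher (3 higher and 2 lower when adjusted over the list alone), with a camera adjusted p of 0.29. Genes of fibrosis and TGF-beta response had a median of -0.10, with Tgfbi lower (log2 fold change -1.22, adjusted p = 0.0373 from edgeR; 1 higher and 4 lower when adjusted over the list alone) and a camera adjusted p of 0.0452 (adjusted p = 0.79 with an estimated correlation). Without the second untreated WT pool edgeR called 10 collagen, 10 protease and 5 fibrosis genes. The fibrosis list's call was lost without the first untreated, second untreated or second UTP-treated WT pool (adjusted p = 0.151, 0.0902 and 0.0637 from limma's camera), and Tgfbi's call without 6 of the 8 libraries, with a highest adjusted p of 0.354 without the second UTP-treated WT pool.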

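Msr1 (chromosome 8, 39581685 to 39642673), the scavenger receptor that loads macrophages with modified lipoprotein, fell in WT cADSC from 214 ± 51.7 to 79.9 ± 7.66 CPM with UTP (SD, n = 2 pools each), a log2 fold change of -1.42 (standard error 0.16, adjusted p = 0.0233 from edgeR). Where the libraries are labelled P2Y2 KO, it was at 258 ± 28.8 and 167 ± 2.26 CPM (log2 fold change -0.62, adjusted p = 0.419 from edgeR; 0.00369 from DESeq2, and 0.0276 and 0.0263 from edgeR without the first or second untreated WT pool). The difference between both effects had an unadjusted p of 0.00545 and an adjusted p of 0.837 from edgeR, and of 0.0164 without the second untreated WT pool. Among 24 tested genes of foam cells and cholesterol handling, 3 were lower and none was higher (1 higher and 5 lower when adjusted over the list alone), with a median log2 fold change of -0.09; 10 were called without the second untreated WT pool, 0 without either UTP-treated one or the first untreated pool labelled P2Y2 KO, and 1 without any of the other pools labelled P2Y2 KO. Trem2, a lipid receptor of macrophages, and Plin2, a coat protein of lipid droplets, fell by 0.90 and 0.61 on the log2 scale (adjusted p = 0.0356 and 0.0321 from edgeR). The list's camera adjusted p was 0.00601 (adjusted p = 0.453 with an estimated correlation), and the macrophage markers Mpeg1 and Mrc1 fell in the same pools (log2 fold change -1.86 for Mrc1). Csf2, which encodes GM-CSF, had 0 and 3 scaled counts untreated and 4 and 2 with UTP, and Apob 0 and 2 against 2 and 2. Of the genes tied to hypoxia, Agtr1b had 5 and 3 scaled counts in the untreated and 5 and 6 in the UTP-treated libraries labelled P2Y2 KO. P2rx2, a P2X channel gene, had 2 and 19 scaled counts in untreated WT pools and 36 and 34 with UTP, and its log2 fold change of 1.73 did not pass the test (standard error 0.58, adjusted p = 0.187 from edgeR). Its low value lies in the first untreated pool, where the epithelial keratin genes Krt17 and Krt8 were also low (18 and 60 scaled counts against 171 and 867 in the second). Adora1, the adenosine A1 receptor gene, had 2 and 7 scaled counts untreated and 1 and 3 with UTP, and Ucp3 1 and 0 against 1 and 1. The call for Msr1 was lost without the first or second UTP-treated WT pool (adjusted p = 0.21 and 0.311 from edgeR) or the first untreated pool labelled P2Y2 KO (0.0511). Trem2 and Plin2 lost their calls without 6 of the 8 libraries each (adjusted p from edgeR up to 0.354 and 0.337), and P2rx2 passed without the second untreated WT pool (log2 fold change 4.03, adjusted p = 0.00311, with a range of 0.00311 to 0.546 over all alternatives).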

We also identified UTP target genes involved in macrophage differentiation into pro-fibrotic foam cell such as Csf2, macrophage scavenger receptor Msr1 and apolipoprotein B (ApoB), as well as genes linked to response to hypoxia such as Agtr1b, purinergic receptor P2X_2_, adenosine A1 receptors and uncoupling protein Ucp3 (Table 2). Interestingly, we identified a significant number of UTP target genes linked to angiogenesis regulation such as Wnt7a, Ramp3, Mmp9, Nos3, and Adam8 (Table 2).

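Of the angiogenesis genes named, Adam8 (log2 fold change -1.54, standard error 0.19 from edgeR) was the only 1 that passed the test in WT cADSC, and it fell. Ramp3, a partner of the adrenomedullin receptor, had 5 and 8 scaled counts untreated and 18 and 20 with UTP, a log2 fold change of 1.53 (standard error 0.44, adjusted p = 0.142 from edgeR). Nos3, the endothelial nitric oxide synthase, was at 0.675 ± 0.0353 CPM untreated and 1.4 ± 0.353 CPM with UTP (SD, n = 2 pools each), a log2 fold change of 1.05 (standard error 0.35, adjusted p = 0.189 from edgeR). Wnt7a, a Wnt ligand of epithelia and neurons, had 0 and 7 scaled counts untreated and 16 and 13 with UTP (adjusted p = 0.284 from edgeR), and 0 and 0 against 0 and 2 in the libraries labelled P2Y2 KO. Like Wnt7a, the epithelial genes Cldn4 and Epcam were low in the first untreated WT pool, with 12 and 10 scaled counts against 196 and 62 in the second. Of the 31 genes the paper lists for angiogenesis, 25 were tested, and 8 were lower and 0 higher in edgeR (3 higher and 17 lower when adjusted over the list alone, a list the study chose on these samples). Among the 8 were the complement receptor gene C3ar1, the leukocyte kinase gene Pik3cg and Ccl12, and 3 of the 31 stood on the macrophage list. Adam8 was at 542 ± 31.7 CPM in the untreated and 324 ± 35 CPM in the UTP-treated libraries labelled P2Y2 KO (log2 fold change -0.73, adjusted p = 0.419 from edgeR, and 0.0187 and 0.0193 without the first or second untreated WT pool). The difference between both effects had an unadjusted p of 0.0137 and an adjusted p of 0.837 from edgeR, and of 0.0164 without the second untreated WT pool. Without the second untreated WT pool the log2 fold change of Wnt7a was 6.87. Its size is not an estimate, since the 1 untreated WT pool left had 0 scaled counts of Wnt7a. Adam8 lost its call without either UTP-treated WT pool or the first untreated pool labelled P2Y2 KO.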

**FIGURE 3:**
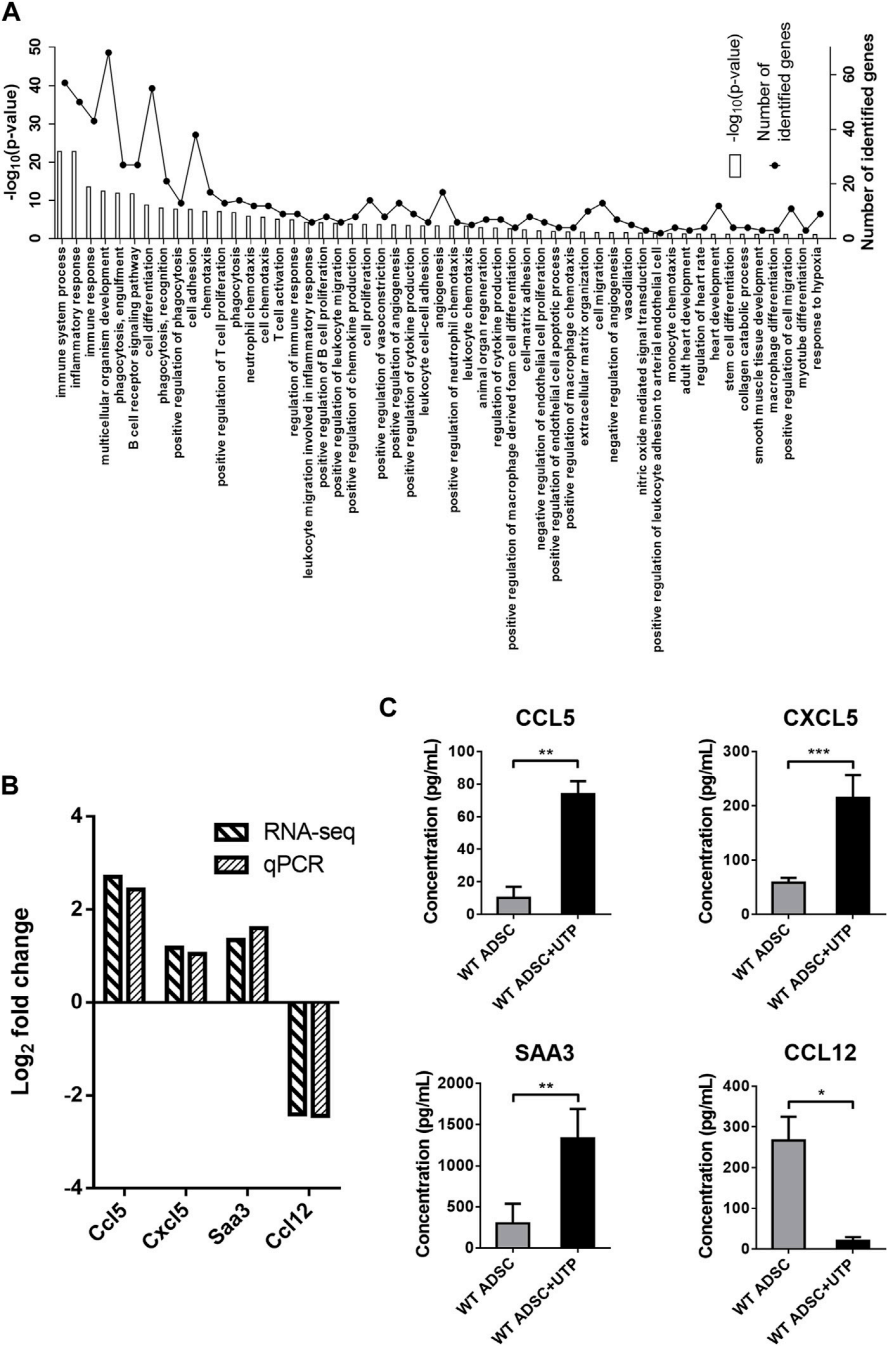
Detailed analysis of genes regulated by UTP through P2Y_2_ receptor activation in cADSC. **(A)** Enriched biological processes related to UTP target genes after comparison of RNA-sequencing data in WT and P2Y_2_ KO cADSC. RNA-sequencing experiments were performed on two RNA pools from two independent cultures of WT and P2Y_2_ KO cADSC after 7 days in proliferation medium and daily stimulated or not with 100 µM UTP. Comparison of RNA-sequencing data identified 977 genes regulated by UTP only in WT ADSC and not in P2Y_2_ KO cADSC. GO detailed analysis revealed various enriched biological processes related to the 977 UTP target genes. **(B)** Confirmation of specific UTP target genes by qPCR experiments. Ccl5, Cxcl5, and Saa3 mRNAs are upregulated, and Ccl12 mRNA is downregulated, in UTP-treated versus untreated cADSC in RNA-sequencing and qPCR experiments. Quantification of Ccl5, Cxcl5, Saa3, and Ccl12 mRNA level was performed by qPCR in at least six independent cADSC cultures and normalized to Rpl32 mRNA level. **(C)** UTP increases CCL5, CXCL5, and SAA3 release, and inhibits CCL12 release by cADSC. CCL5, CXCL5, SAA3, and CCL12 protein level was measured in the supernatants of cADSC cultures after 7 days in proliferation medium with or without daily stimulation with UTP 100 µM. ELISA data were obtained for six to nine independent cADSC cultures. Values represent mean ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001.

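The reference gene of the qPCR, Rpl32 (chromosome 6, 115805505 to 115808747), was at 286 ± 7.74 CPM in untreated and 277 ± 6.73 CPM in UTP-treated WT cADSC (SD, n = 2 pools each), a log2 fold change of -0.04 (standard error 0.06, adjusted p = 0.73 from edgeR, with an interval of -0.17 to 0.08). It was at 289 ± 2.45 and 288 ± 0.905 CPM in the libraries labelled P2Y2 KO. The log2 ratios of the mean scaled counts in WT were 2.7 for Ccl5, 1.18 for Cxcl5, 1.34 for Saa3 and -2.41 for Ccl12.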

**TABLE 2:** Selection of genes regulated by UTP through P2Y_2_ receptor activation in cADSC. RNA-sequencing data comparison of UTP target genes in WT and P2Y_2_ KO cADSC, revealed 977 genes regulated by UTP only in WT ADSC and not in P2Y_2_ KO cADSC. Several processes and associated UTP target genes potentially linked to the studied model of cardiac ischemia, were identified after a detailed GO analysis.

Gene symbol	Gene name	Ratio
**UTP-regulated genes involved in extracellular matrix organization and collagen catabolic process**
Col17a1	Collagen type XVII. alpha 1 (Col17a1)	3.38
Mmp9	Matrix metallopeptidase 9 (Mmp9)	2.76
Col25a1	Collagen type XXV. alpha 1 (Col25a1)	2.00
Mmp1b	Matrix metallopeptidase 1b (interstitial collagenase) (Mmp1b)	2.00
Prtn3	proteinase 3 (Prtn3)	0.50
Adamts19	A disintegrin-like and metallopeptidase (reprolysin type) with thrombospondin type 1 motif. 19 (Adamts19)	0.48
Tgfbi	Transforming growth factor. beta induced (Tgfbi)	0.43
Mmp25	Matrix metallopeptidase 25 (Mmp25)	0.43
Tnf	Tumor necrosis factor (Tnf)	0.43
Col10a1	Collagen type X. alpha 1 (Col10a1)	0.19
Rxfp1	Relaxin/insulin-like family peptide receptor 1 (Rxfp1)	0.17
**UTP-regulated genes involved in macrophage chemotaxis and macrophage-derived foam cell differentiation**		
Csf2	Colony stimulating factor 2 (granulocyte-macrophage) (Csf2)	2.00
Apob	Apolipoprotein B (Apob)	2.00
Cebpe	CCAAT/enhancer binding protein (C/EBP). epsilon (Cebpe)	0.50
Spib	Spi-B transcription factor (Spi-1/PU.1 related) (Spib)	0.50
Pla2g5	Phospholipase A2. group V (Pla2g5)	0.50
Msr1	Macrophage scavenger receptor 1 (Msr1)	0.37
Csf1r	Colony stimulating factor 1 receptor (Csf1r)	0.37
C3ar1	Complement component 3a receptor 1 (C3ar1)	0.32
Ccr7	Chemokine (C-C motif) receptor 7 (Ccr7)	0.31
C5ar1	Complement component 5a receptor 1 (C5ar1)	0.26
**UTP-regulated genes involved in the response to hypoxia**		
Agtr1b	Angiotensin II receptor. type 1b (Agtr1b)	4.50
P2rx2	Purinergic receptor P2X. ligand-gated ion channel. 2 (P2rx2)	3.33
Chrna4	Cholinergic receptor. nicotinic. alpha polypeptide 4 (Chrna4)	2.78
Ascl2	Achaete-scute family bHLH transcription factor 2 (Ascl2)	2.00
Trh	Thyrotropin releasing hormone (Trh)	2.00
Ucp3	Uncoupling protein 3 (mitochondrial. proton carrier) (Ucp3)	2.00
Casp1	Caspase 1 (Casp1)	0.47
Adora1	Adenosine A1 receptor (Adora1)	0.44
Myb	Myeloblastosis oncogene (Myb)	0.42
**UTP-regulated genes involved in the regulation of angiogenesis**		
Wnt7a	Wingless-type MMTV integration site family. member 7A (Wnt7a)	4.14
Ramp3	Receptor (calcitonin) activity modifying protein 3 (Ramp3)	2.92
Mmp9	Matrix metallopeptidase 9 (Mmp9)	2.76
Nos3	Nitric oxide synthase 3. endothelial cell (Nos3)	2.07
Cnmd	Chondromodulin (Cnmd)	2.00
Il17f	Interleukin 17F (Il17f)	2.00
Nrxn3	Neurexin III (Nrxn3)	0.50
Shh	Sonic hedgehog (Shh)	0.50
Arhgap22	Rho GTPase activating protein 22 (Arhgap22)	0.49
Pik3r6	Phosphoinositide-3-kinase regulatory subunit 5 (Pik3r6)	0.47
Lepr	Leptin receptor (Lepr)	0.45
Hhex	Hematopoietically expressed homeobox (Hhex)	0.45
Cxcr3	Chemokine (C-X-C motif) receptor 3 (Cxcr3)	0.44
Plxdc1	Plexin domain containing 1 (Plxdc1)	0.44
Alox5	Arachidonate 5-lipoxygenase (Alox5)	0.43
Tgfbi	Transforming growth factor. beta induced (Tgfbi)	0.43
Tal1	T cell acute lymphocytic leukemia 1 (Tal1)	0.43
Cysltr1	Cysteinyl leukotriene receptor 1 (Cysltr1)	0.42
Cx3cr1	Chemokine (C-X3-C motif) receptor 1 (Cx3cr1)	0.41
Cysltr2	Cysteinyl leukotriene receptor 2 (Cysltr2)	0.40
Vav3	Vav 3 oncogene (Vav3)	0.39
Cd40	CD40 antigen (Cd40)	0.35
Adam8	A disintegrin and metallopeptidase domain 8 (Adam8)	0.34
Mir27b	microRNA 27b (Mir27b)	0.33
C3ar1	Complement component 3a receptor 1 (C3ar1)	0.32
Pik3cg	Phosphatidylinositol-4.5-bisphosphate 3-kinase catalytic subunit gamma (Pik3cg)	0.32
C5ar1	Complement component 5a receptor 1 (C5ar1)	0.26
Angptl3	Angiopoietin-like 3 (Angptl3)	0.25
C6	Complement component 6 (C6)	0.25
Thbs4	Thrombospondin 4 (Thbs4)	0.25
Ccl12	Chemokine (C-C motif) ligand 12 (Ccl12)	0.19

### UTP Induces CCL5, CXCL5 and SAA3 Secretion and Inhibits CCL12 Secretion by cADSC

Among all the UTP-regulated genes, we studied further the up-regulation of three pro-angiogenic genes, Ccl5, Cxcl5, and Saa3, and the down-regulation of the pro-fibrotic chemokine Ccl12. 

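In the libraries labelled P2Y2 KO, Ccl5 rose with UTP from 0.40 ± 0.0001 to 2.67 ± 0.531 CPM (SD, n = 2 pools each; log2 fold change 2.73, standard error 0.28, adjusted p = 0.0238 from edgeR). Its response did not differ detectably from that in WT (interaction log2 -0.08, standard error 0.94, unadjusted p = 0.95 from edgeR). Saa3 was at 163 ± 39.6 and 384 ± 81.2 CPM there, a log2 fold change of 1.24 that did not pass the test as planned (standard error 0.19, adjusted p = 0.135 from edgeR), and its interaction with genotype had an unadjusted p of 0.716. It did pass as higher in DESeq2 (adjusted p = 0.00207) and, in edgeR, without the first or second untreated WT pool (0.0276 and 0.027), with no minimum (1.12e-06) and with the share of male cells as a covariate (0.000101). Before UTP, Saa3 was higher in the libraries labelled P2Y2 KO than in WT (log2 difference 1.55, adjusted p = 0.00353 from edgeR). Cxcl5 was at 32.7 ± 9.89 and 58 ± 30 CPM (log2 fold change 0.83, adjusted p = 0.689 from edgeR), and its interaction with genotype had an unadjusted p of 0.556. Ccl12 was at 14.4 ± 4.06 and 9.54 ± 4.52 CPM (log2 fold change -0.58, standard error 0.32, adjusted p = 0.756 from edgeR). Its difference from the effect in WT had an unadjusted p of 0.00815 and an adjusted p of 0.837 from edgeR (0.0315 with no minimum). The call for Ccl5 in these libraries was lost without either UTP-treated WT pool (adjusted p = 0.115 and 0.117 from edgeR), either untreated pool labelled P2Y2 KO (0.256 and 0.23) or the first UTP-treated one (0.224).

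**Figure D3:**
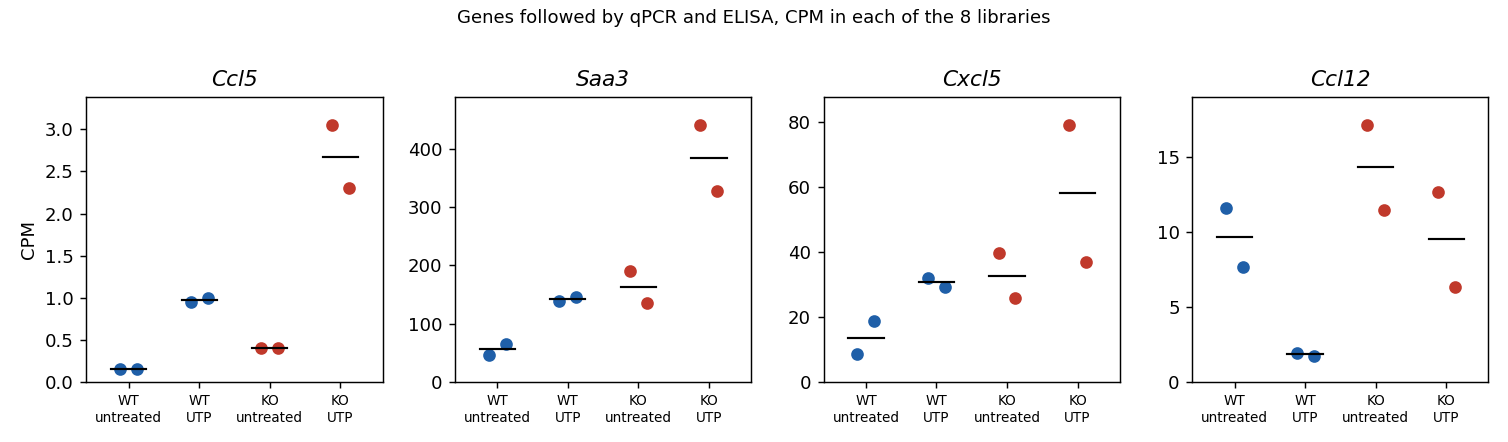
Ccl5, Saa3, Cxcl5 and Ccl12 in each of the 8 libraries, in CPM on the vertical axis, by genotype and treatment. Points are single pools and bars the mean of 2 pools; Ccl5 lies near 0.15 and 0.975 CPM in WT and 0.40 and 2.67 CPM in the libraries labelled P2Y2 KO.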

We confirmed up-regulation of Ccl5, Cxcl5, and Saa3, and downregulation of Ccl12 mRNAs in response to UTP in cADSC by qPCR experiments (Figure 3B). CCL5, CXCL5, CCL12, and SAA3 protein levels were quantified by ELISA in the supernatants of UTP-treated or untreated undifferentiated cADSC. We observed that UTP treatment increased the release of CCL5, CXCL5, and SAA3, and decreased the release of CCL12 by cADSC (Figure 3C).

SAA3 is a key inflammatory adipocyte-derived factor which is the murine ortholog of human serum amyloid A promoting angiogenesis in many diseases. (Lv et al., 2016; Tannock et al., 2018) Interestingly, CCL5 chemokine was previously reported as a major regulator of ADSC migration and post-ischemic reparative capacities. (Kauts et al., 2013; Kimura et al., 2014) UTP-mediated release of CCL5, CXCL5, and SAA3 by cADSC, as well as the consistent number of UTP-regulated genes involved in angiogenesis regulation (Table 2), led us to investigate the potential action of UTP-treated cADSC transplantation on cardiac revascularization.

### Effect of Transplanted UTP-Treated cADSC on Post-ischemic Cardiac Revascularization

WT and P2Y_2_ KO cADSC were cultured without or with daily stimulation of UTP (100 µM) for 7 days in proliferation medium. Flow cytometry experiments revealed a comparable amount, between 92% and 95%, of CD90^+^ CD105^+^ CD44^+^ CD26^−^ cells in all the cell cultures (data not shown). We have performed qPCR experiments to quantify P2Y_2_ and P2Y_4_ mRNA in wild type cADSC, after stimulation or not with 100 µM during 7 days (Figure 4A). We observed a high level of expression of P2Y_2_ mRNAs compared to weakly detected P2Y_4_ receptor mRNAs, in cADSC after 7 days of culture in the proliferation medium (Figure 4A). We also observed that sustained stimulation with 100 µM UTP during 7 days did not induce down-regulation of P2Y_2_ receptor mRNAs (Figure 4A).

**FIGURE 4:**
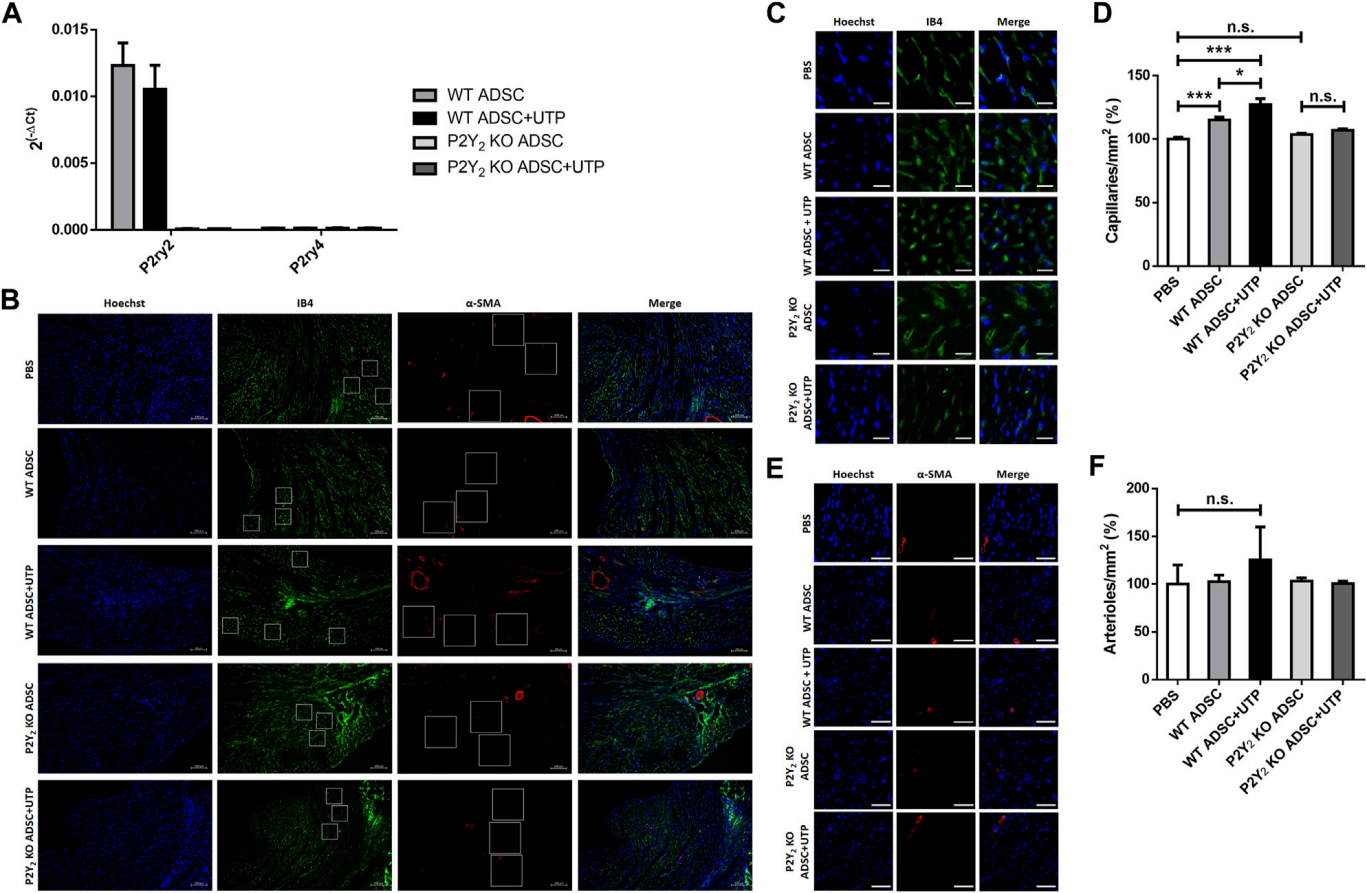
Effect of transplanted UTP-treated cADSC on revascularization of ischemic hearts. **(A)** Expression of P2Y_2_ and P2Y_4_ receptor mRNA in cADSC used for transplantation. mRNA expression level of P2Y_2_ and P2Y_4_ receptors was evaluated in cADSCs after 7 days of culture in the presence or the absence of 100 µM UTP by quantitative PCR experiments. The data have been normalized to RPL32 mRNA expression. **(B)** Immunofluorescence images of Isolectin B4 (IB4) (green), α-Smooth Muscle Actin (α-SMA) (red) and Hoechst (blue) in the peri-infarct border zone of ischemic hearts, 14 days after injection of PBS, WT or P2Y_2_ KO cADSC untreated or treated with UTP (100 µM). Representative counting surface/field of capillary density quantification, based on IB4-staining (green), and representative counting surface/field of arteriole density quantification, based on α-SMA-staining (red) are indicated by squares. Scale bar represents 100 µm (×10 magnification). **(C)** Representative counting surface (0.1 mm^2^)/field of capillary density quantification in IB4 (green) and Hoechst (blue) stained hearts sections. Scale bar represents 20 µm. **(D)** Capillary density quantification, based on IB4-staining, 14 days after injection of PBS, untreated or UTP-treated WT or P2Y_2_ KO cADSC in ischemic hearts. Capillary density was calculated in 30 counting surfaces per ischemic heart. **(E)** Representative counting surface (0.4 mm^2^)/field of arteriole density in α-SMA (red) and Hoechst (blue) stained heart sections. Scale bar represents 50 µm. **(F)** Arteriole density quantification, based on α-SMA (red)/IB4 (green) staining, 14 days after injection of PBS, untreated or UTP-treated WT or P2Y_2_ KO cADSC in ischemic hearts. Arteriole density was calculated in 30 counting surfaces per ischemic heart. Values are presented as mean ± SEM (*n* = 5–8 mice per each group). *p < 0.05, **p < 0.01, ***p < 0.001, and n.s., not significant.

Intramyocardial injections of PBS (control), untreated WT or P2Y_2_ KO cADSC, and UTP-treated WT or P2Y_2_ KO cADSC were performed in ischemic mice, 3 days after LAD ligation. Immunofluorescent stainings using anti-isolectin B4 and anti-α-SMA antibodies were performed on heart sections, 14 days after cASC injection, to quantify capillary and arteriole density respectively, in infarct border zone at different levels of the ischemic heart (Figure 4B). Analysis of peri-infarct microvasculature 14 days after cADSC injection revealed a higher capillary density in heart transplanted with untreated cADSC compared to PBS-injected mice (increase of 15.2 ± 2.8%; mean ± SEM; ***: *p* < 0.001) (Figures 4C,D). Capillary density was even more enhanced in heart transplanted with UTP-treated cADSC compared to PBS-injected mice (increase of 27.2 ± 4.2%; mean ± SEM; ***: *p* < 0.001) (Figure 4D). Interestingly, capillary density was similar in P2Y_2_ KO cADSC-transplanted mice and in PBS-injected mice (Figure 4D). Moreover, the effect of UTP treatment on the capacity of cADSC to increase capillary density, was not observed using UTP-treated P2Y_2_ KO cADSC (Figure 4D). No significant effect of UTP-treated or untreated ADSC transplantation was observed on arteriole density, defined by the number of α-SMA positive vessels with a diameter <20 µm (Figures 4E,F).

## Discussion

Therapeutic strategies contributing to myocardial repair by regulating cardiac fibrosis and revascularization still need to be improved. Early reperfusion by restoration of blood flow is the way to heal the ischemic myocardium by limiting infarct size and improving clinical outcomes (Zhao et al., 2017). Multiple challenges have to be solved to establish a routine clinical use of ADSC-based cell therapy. The regulatory function of cardiac adipose tissue in cardioprotection represents a major interest by its proximity to the myocardium. Despite its limited size, cardiac adipose tissue was described as an ideal source of therapeutically effective ADSC for cardiac regeneration (Nagata et al., 2016). cADSC have a higher proliferation activity *in vitro* than ADSC isolated from other sources, such as visceral, subcutaneous and subscapular adipose tissues (Nagata et al., 2016). Systemic transfusion of cADSC in ischemic mice leads to the highest cardiac functional recovery after myocardial infarction, compared to other types of ADSC (Nagata et al., 2016).

We have previously demonstrated that UTP regulates the endothelial differentiation and the angiogenic effects of cADSC (Vanorlé et al., 2021). This previous work was exclusively based on the use of UTP-treated cADSC differentiated into endothelial cells, to regulate post-ischemic revascularization (Vanorlé et al., 2021). The present study investigates the potential involvement of P2Y_2_ on the beneficial effects of undifferentiated cADSC injection on post-ischemic cardiac fibrosis and revascularization. Undifferentiated cADSC were used here to study the consequence of their injection into mouse ischemic heart without any orientation into a specific cell lineage. Their effect on both post-ischemic cardiac fibrosis and revascularization was observed without a required pretreatment of cADSC with extracellular nucleotides. Interestingly, the inhibitory effect of undifferentiated cADSC transplantation on cardiac fibrosis was no more observed using P2Y_2_ KO cADSC. The release of endogenous extracellular nucleotides on the ischemic site could thus contribute to regulate the cardioprotective action of transplanted cADSC through activation of P2Y_2_ receptors expressed at their surface.

RNA-sequencing experiments revealed a gene expression profile very different in UTP-treated undifferentiated cADSC, than the one we had previously reported in UTP-treated cADSC differentiated into endothelial cells (Vanorlé et al., 2021). We have previously demonstrated differential involvement of both P2Y_2_ and P2Y_4_ receptors in cADSC adipogenic differentiation (Lemaire et al., 2017; Negri et al., 2019). We compared here UTP-regulated genes in WT and P2Y_2_ KO cADSCs to discriminate genes and associated-biological processes specific of P2Y_2_ activation in these cells. Detailed gene profiling analysis revealed UTP-regulated genes linked to extracellular matrix organization and collagen catabolism such as matrix metalloproteinases and many collagen types, and UTP-regulated genes related to macrophage chemotaxis and foam cell differentiation. We also demonstrated UTP-mediated inhibition of CCL12 release by ADSC. CCL12 is a pro-fibrotic chemokine that generates an unfavorable cardiac healing environment (DeLeon-Pennell et al., 2017). The inhibition of CCL12 release by extracellular nucleotides present on the ischemic site could contribute to ADSC inhibitory action on cardiac fibrosis, and ameliorate cardiac repair. 

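Ccl22 (ENSMUSG00000031779, chromosome 8 of GRCm38, 94745590 to 94751699), a ligand of the receptor CCR4 made by dendritic cells and macrophages, summed to 2 scaled counts in the untreated and 23 in the UTP-treated WT libraries, a ratio of 11.5 with a 95% counting interval of 2.84 to 101. In the libraries labelled P2Y2 KO it summed to 3 and 9, a ratio of 3 with an interval of 0.749 to 17.2. The interval covers counting error within the pools and not the spread between them, and at 0.575 ± 0.389 CPM with UTP in WT (SD, n = 2 pools) the gene was below the minimum for edgeR's test.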

Ccl22 was also identified as a UTP target gene in ADSC in our RNA-sequencing experiments. CCL22 is involved in CCR4-mediated cardiac cell migration (Safa et al., 2016) and CCL22/CCR4 polymorphisms have been associated to patients diagnosed with myocardial infarction (Noori et al., 2018).

Interestingly, a significant number of UTP-regulated genes in ADSC are linked to angiogenesis regulation. More precisely, we showed that UTP increased pro-angiogenic Ccl5, Cxcl5, and Saa3 mRNAs by qPCR experiments, and the release of CCL5, CXCL5, and SAA3 in the supernatants of undifferentiated ADSC. The release of CCL5/RANTES by cADSC in response to UTP was particularly interesting. CCL5 is an angiogenic chemokine, and CCL5/CCR5 axis is notably involved in VEGF-mediated tumor angiogenesis (Wang et al., 2015). CCL5 was also reported to stimulate multipotency, migration and post-ischemic reparative capacities of ADSC (Kimura et al., 2014). The fact that transplanted ADSC have higher repair capacities of the ischemic tissue than bone marrow or dental tissue mesenchymal cells was associated to their higher secretion of CCL5 chemokine (Kimura et al., 2014). ADSC were the most effective stem cells to increase microvessel formation and ADSC lacking CCL5 expression were no more able to restore blood flow in the ischemic limb model (Kimura et al., 2014).

A high expression of P2Y_2_ receptor mRNAs was detected in unstimulated and UTP-treated cADSC used for transplantation, compared to low P2Y_4_ receptor mRNA expression. P2Y_4_ receptor is involved in cADSC adipogenic differentiation (Lemaire et al., 2017) but its expression in these cells was effectively very low after 7 days of culture in the proliferation medium. We used UTP instead of ATP to prestimulate cADSC to avoid ADP or adenosine receptor activation due to ATP degradation. We confirmed that prolonged UTP stimulation during 7 days did not induce P2Y_2_ receptor desensitization before transplantation. Quantification of capillary and arteriole density in the ischemic border zone revealed that, 14 days after intramyocardial transplantation of WT cADSC, a higher capillary density was found around the necrotic zone. This effect was enhanced by a pretreatment of cADSC with UTP before transplantation. Interestingly this positive effect on post-ischemic revascularization was lost using P2Y_2_ KO cADSC. These data showed that the orientation of cADSC differentiation into endothelial cells was not necessary to have an effect of their transplantation on post-ischemic revascularization and highlight the importance of P2Y_2_ expression in their capacity to increase capillary density.

Extracellular nucleotide-mediated CCL5 secretion by cADSC in the ischemic heart could contribute to their beneficial action on cardiac revascularization and fibrosis after transplantation. Neutralizing anti-CCL5 antibodies have provided a therapeutic benefit in a mouse model of chronic cardiac ischemia (Montecucco et al., 2012). Nevertheless targeting CCR5 was not always effective in cardiovascular treatments because CCL5/CCR5 facilitates progenitor cell recruitment and promotes vascular endothelial cell repair (Zhang et al., 2020). CCR5 signaling is reported to suppress inflammation and reduce adverse remodeling of the infarcted heart (Dobaczewski et al., 2010).

A P2Y_2_-mediated cardioprotective effect of UTP injection was described in ischemic mice. Cohen et al. (2011) described that UTP injection reduces infarct size and improves cardiac function after myocardial infarct in mice through P2Y_2_ activation of cardiomyocytes (Cohen et al., 2011). Therapeutic use of UTP intramyocardial injection is problematic, knowing its rapid degradation and the ubiquitous expression of P2Y_2_ receptor, accompanied by multiple side effects on cardiac and immune cells. The activation of P2Y_2_ receptors and its target proteins in cADSC before their transplantation would be an appropriate way to amplify their beneficial effects and ameliorate post-ischemic cardiac response. This therapeutic approach would avoid the problems inherent to intramyocardial injection of extracellular nucleotides which are due to their rapid metabolism and ubiquitous receptor expression.

Injected stem cells are known to be rapidly eliminated after their injection in the ischemic heart, limiting strongly their possible integration into the fibrotic area or in newly formed capillaries (Schenke-Layland et al., 2009; Zhao et al., 2017; Vanorlé et al., 2021). The restricted engraftment of intramyocardial transplanted stem cells points out the importance of their paracrine effects (Patel and Zhang, 2014). A lot of inflammatory mediators including extracellular nucleotides, chemokines and angiogenic factors, are released in the infarct zone and can modulate the action of injected cADSC. Extracellular nucleotides could contribute to the regulation of cADSC paracrine signals, such as the secretion of pro-angiogenic chemokines and other target proteins identified in our RNA-sequencing experiments. The supernatant of cADSC is removed for cell counting before injection in the ischemic heart, but their pretreatment with UTP changes their gene expression profile and amplifies their effects on cardiac revascularization. Strategies using stem cell preconditioning are known to improve their paracrine ability to release cardioprotective factors (Baraniak and McDevitt, 2010). The identification of UTP target genes in cADSC involved in cardiac angiogenesis and fibrosis, is very promising and needs further investigation to define all the involved mechanisms.

Altogether, our data indicate that the activation of nucleotide receptors on the surface of cADSC exerts a prevalent action on their cardioprotective abilities. The present study defines P2Y_2_ receptor as a key regulator of the therapeutic use of undifferentiated cADSC against cardiac ischemia, and provides a novel insight for the optimization of cardiac repair cell therapies.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE201055.

How the deposited data were processed for this re-analysis (not part of the article)

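RNA-sequencing was analysed for cultures of mouse cADSC from cardiac adipose tissue of WT and P2Y2 KO animals, untreated or given 100 µM UTP daily for 7 days. Each of the 4 conditions has 2 libraries, and each library holds RNA pooled from 2 cultures. The sample labels name no sex, mouse, culture date, lane or RNA quality, and the paper's methods state that male and female mice were used at random, so that none of these could be entered in the comparisons planned. The authors trimmed reads with Trimmomatic, aligned them with STAR to GRCm38.p4 (mm10) and counted them per gene with HTSeq on Ensembl 87, without versions or the strand setting in the sources used here. Each deposited table holds 1 genotype with 52636 genes, the value of each library and a ratio.

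The deposited values are estimated counts: the authors state that reads were counted per gene, and the totals of 20008555 to 20015454 and the pattern of whole numbers fit counts multiplied by 1 factor per library (0.9084 to 1.07505) and rounded up. The deposited ratio is, as recomputed here, the mean of the UTP-treated values over the mean of the untreated values in the same genotype, and a gene with an untreated mean of 0 has none. The totals before scaling are estimated at 18.6 to 22.0, in units of 10 to the power of 6, where the paper's text gives about 25. At this depth a value of 10 is 0.5 CPM and a value of 0 allows up to 0.15 CPM, a bound for counting error alone. Gene names that a spreadsheet had turned into dates (15 in the WT table) were restored from the gene identifiers, and positions come from GENCODE M21 on the same chromosome coordinates, in which 52403 genes were found. No column, gene or library was left out, and there were no columns for unassigned reads.

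Genes above 0.5 CPM in at least 2 of the 8 libraries (17529) were tested with edgeR 4.0.16 in R 4.3.3, by the quasi-likelihood F test after TMM normalization in 1 model with the 4 groups, which has 4 residual degrees of freedom. The comparisons were UTP against untreated in WT, the same in P2Y2 KO, the difference between both effects, and P2Y2 KO against WT without UTP. The plan left out the last 2 if the tables of both genotypes had been normalized separately; they were joined and all 4 comparisons run, since each library is scaled by its own factor to the same total. P-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Standard errors are the log2 fold change over the square root of F, and intervals cover 95%. With 2 pools against 2, an exact permutation test cannot give a p under 0.333, so that p-values come from edgeR, DESeq2 or limma. The fold change rule of the paper was applied to means of CPM, as above 2 or below 0.5 with a mean above 0.5 CPM in at least 1 condition.

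In all, 26 lists with 541 genes were written before the data were examined, as were the comparisons, the fold change rule and the alternatives other than 4 named as added. They cover macrophages, B cells, T and NK cells, neutrophils and mast cells, dendritic cells, mesenchymal, endothelial, smooth muscle, cardiac muscle, fat, mesothelial, Schwann and red blood cells, chemokines, acute inflammation, interferon response, collagens, proteases, fibrosis and TGF-beta, angiogenesis, hypoxia, foam cells, cell cycle, purinergic genes, sex-linked genes and ribosomal reference genes. Each list was tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, and again with the correlation estimated and with fry, adjusted over the lists. Single genes are named where the paper names them, where a list holds them, or by a rule: adjusted p under 0.05, mean of at least 1 CPM, no overlap between the groups, and then the 10 with the highest fold change in each direction, or the 10 lowest p for the difference between genotypes where none passed. Values in Table 2 of the paper count as seen, since they come from these libraries. The lists were written after Table 2 and Fig. 2A of the paper had been read. Msr1, Csf1r, C3ar1, C5ar1, Cx3cr1, Siglec1, Stab1, Adam8, Ccl5, Ccl22, Cxcl5, Ccl12, Saa3 and Myh6 were thus known to be reported as changed. Lists that hold such genes are not fully independent of the paper's results. A list of 34 epithelial genes was written after the values of the first untreated WT pool had been seen.

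The alternatives were DESeq2 1.42.0, library size in place of TMM, no minimum, a minimum of 2 CPM, the replicate number as a block, each library left out in turn, the libraries of 1 genotype alone, limma with trend at pseudocounts of 1, 0.5 and 0.1, and a further 2-fold bound. Those for the fold change rule were the minimum in both conditions, in every library or not at all, the ratio as deposited, TMM-scaled CPM, 1 CPM added, bounds included and both same-numbered pools. Added later were counts with the scaling undone, the share of male cells from Xist as a covariate, a minimum of 0.5 in the deposited values (picked out of 100 rules tried against the paper's counts), and each untreated WT pool alone. A change of sign in a single gene counts as reversed only where the gene passes the threshold in 1 of the results compared. Fits were tested on simulated data with known changes before use, with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 for tables and figures. Enrichment of GO terms was not repeated, and the qPCR, flow cytometry and mouse experiments of the paper were not analysed here.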

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

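The tests of a loss of myeloid cells, of other cells in the first untreated WT pool, of exchanged libraries and of missing epithelial cells were chosen only after the results they concern were seen. The first 3 were then set anew, and the 20 leukocyte-restricted genes were picked at that point. The tests of DNA near P2ry2 and of the sex of the pools were set before they were run, but after the genotypes had been compared, when Trim12a near P2ry2 and the sex-linked genes had been noticed. A further test, of other genes annotated over P2ry2, found 0 and was not kept.

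The macrophage genes fell further with UTP in WT cADSC than in the libraries labelled P2Y2 KO, with a median difference of -0.78 on the log2 scale and all 30 below 0 (-0.35, also with all 30 below 0, without the first untreated WT pool, and -1.03 without the second). The difference passed for 0 of them in edgeR (9 lower when adjusted over the list alone, 20 at an unadjusted p under 0.05, 4 called by DESeq2, 16 called without the second untreated WT pool and 0 without the first), and for the list in limma's camera (adjusted p = 2.23e-35; adjusted p = 0.725 with an estimated correlation). Of the 30 genes, 5 also stand in the paper's Table 2, chosen on these samples as regulated in WT and not in P2Y2 KO cADSC. For those 5 the difference is not independent evidence. A loss of the same share of every myeloid cell, as the whole cause, would lower leukocyte-restricted genes by 1 factor, but 20 such genes spread from -3.19 (Cd163) to -0.02 (Clec7a), more than their standard errors from edgeR give (chi-square heterogeneity p = 1.58e-50, df 19). Other cells in the first untreated WT pool are argued against as the whole cause, since the median in WT is -0.99 without it. Loss of some kinds of macrophage, a change of their state, or both stay open, as no step after plastic adherence removes them in the paper's methods. By flow cytometry (data not shown) the paper reports that most cells carried mesenchymal markers, at a comparable share in all cultures with and without UTP. That check limits how many macrophages its cultures could hold, but it named no macrophage marker, and no source says whether the sequenced cultures were among them.

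P2ry2 was read at 14.8 CPM in the untreated libraries labelled P2Y2 KO, close to WT, and 3628 genes differed between the untreated cultures of both genotypes (1842 higher and 1786 lower in edgeR). Read by eye, the bars for P2Y2 KO cells in the paper's qPCR lie near 0 (Fig. 4A, whose text speaks of WT cells alone), which does not settle the labels here. In the longest annotated transcript the reverse primer starts at base 633, within the coding sequence that starts at base 483. A transcript without that sequence would give no product in that qPCR, while its other parts would still count as reads of the gene. An exchange of single WT and P2Y2 KO libraries is argued against, with 0 of the 8 on the other genotype's side of the first dimension (53.5% of the variance), and an exchange of all labels would not account for reads in all 8 libraries (274 to 362 scaled counts of P2ry2); a transcript without its coding part stays open. DNA of another strain carried with the allele may add to the differences near P2ry2, where 18 of 186 genes within 10 Mb passed at 2-fold (9.68% against 3.02% elsewhere, one-sided Fisher exact p = 1.9e-05). Of the 3628 called at any fold, 62 lie within 10 Mb and 98.3% further away. That share was almost fixed by the window, with 186 genes tested inside it and 17342 elsewhere, and does not weigh the explanation. Sex as the whole cause is argued against, since the called genes' median log2 size with the share of male cells as a covariate is 0.853 of that without it, but 2416 of the 3628 calls were lost with it in edgeR and a part due to sex stays open; the mixed CD1/C57BL/6J background of the P2Y2 KO animals, the cultures and the genotype itself stay open and untested.

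The first untreated WT pool had Xist at 452 CPM and 0 from the Y chromosome, against 249 and 61.3 CPM in the second. It also held fewer epithelial transcripts, 75.7 CPM over 34 genes against 267 (92.4 to 99.3 in the 4 libraries labelled P2Y2 KO, so that a low level is not particular to it), and 21 of these genes exceeded 2-fold with UTP against this pool alone, and 0 against the second. Fewer epithelial cells in this pool than in the other WT pools are a candidate explanation, since the median log2 ratio of the UTP-treated pools over the second untreated pool is 0.21. Krt7, with the most reads of these genes, had 411 scaled counts in it against 953, and Krt8 and Krt18 had 60 and 89 against 867 and 826. Against the second pool no gene rose above 2-fold with UTP, but the sum was 323 and 319 CPM with UTP against 267. A smaller rise of epithelial genes with UTP stays open, since that comparison rests on 1 untreated pool. The paper's methods name no step that would remove such cells, and no biological explanation was tested.

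Mesothelial genes responded more in WT than in the libraries labelled P2Y2 KO (median difference 0.21, 0 of 11 genes called by edgeR or DESeq2 and 0 at an unadjusted p under 0.05; limma's camera adjusted p = 0.0146, adjusted p = 0.786 with an estimated correlation), which was lost without the first untreated WT pool (0.908), the second UTP-treated WT pool or the second UTP-treated pool labelled P2Y2 KO (0.0918 each) or its first untreated pool (0.0534), while 4 genes were called without the second untreated WT pool. Chemokine genes responded less in WT than in the libraries labelled P2Y2 KO (median difference -0.50, 0 of 22 called by edgeR or DESeq2, 6 at an unadjusted p under 0.05; limma's camera adjusted p = 8.4e-06, adjusted p = 0.725 with an estimated correlation; 0.0506 without the first UTP-treated pool labelled P2Y2 KO, and 2 genes called without the second untreated WT pool). Cell cycle genes differed the other way (median difference 0.18, 0 of 30 called by edgeR or DESeq2, 6 at an unadjusted p under 0.05; limma's camera adjusted p = 5.89e-08, adjusted p = 0.725 with an estimated correlation). The 5 sex-linked genes had a median difference of 1.31 (0 called by edgeR or DESeq2 and 0 at an unadjusted p under 0.05; limma's camera adjusted p = 0.05, adjusted p = 0.725 with an estimated correlation), and were no longer called without the first untreated WT pool, which has no Y-linked reads (0.303), the second UTP-treated WT pool (0.0586), or the second untreated or first UTP-treated pool labelled P2Y2 KO (0.187 and 0.144), with 4 genes called without the second untreated WT pool.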

How the results depend on the processing

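The share of male cells as a covariate, the minimum of 0.5 in the deposited values, counts with the scaling undone and each untreated WT pool alone were chosen only after results were seen; the other alternatives were set earlier. Genes called for UTP in WT (214) were 569 with DESeq2, 1083 with no minimum, 679 with the replicate number as a block, 2 from the WT libraries alone, 108 with the covariate, and 1 to 2403 with 1 library left out (lowest without the first UTP-treated and highest without the second untreated WT pool). In the libraries labelled P2Y2 KO (6) they were 100, 319, 48, 3 and 28, and 2 to 156 (same WT pools); the 6 are all higher, and the 48 with the block are 17 higher and 31 lower, among the former Saa3 (adjusted p = 0.00217 from edgeR) and among the latter Siglec1 and Stab1 (0.0259 each). In WT the block also let Cxcl5, Chrna4, Casp1 and P2ry12 pass (adjusted p = 0.0424, 0.0294, 0.00371 and 0.0154 from edgeR). The difference between both effects (0) gave 5 with DESeq2, 28 with no minimum and 275 without the second untreated WT pool. The untreated genotypes (3628) gave 2196 with DESeq2, 1435 with the covariate, 541 at 2-fold, 720 to 3984 with 1 library left out (highest without the second untreated WT pool), and 720, 2118, 2234 and 2231 without the first or second untreated pool labelled P2Y2 KO or the first or second UTP-treated WT pool. Lists called in camera (9 in WT, 10 in the libraries labelled P2Y2 KO, 5 for the difference, 10 between untreated genotypes) were 0, 0, 0 and 0 with an estimated correlation and 0, 0, 0 and 3 with fry; those for the difference were 10 with the block and 4 to 10 with 1 library left out. The mesothelial list changed direction without the first untreated WT pool, in WT (adjusted p = 0.963 in limma's camera, range 6.97e-22 to 0.963 over omissions) and for the difference (range 5.65e-31 to 0.908). The fold change rule in WT (524), the libraries labelled P2Y2 KO (235) and WT alone (443) gave 349, 127 and 292 with the minimum in both conditions, 302, 109 and 250 in every library, 2710, 2026 and 2132 with none, 232, 70 and 194 with 1 CPM added, 234, 80 and 209 in both same-numbered pools, and 1341, 723 and 1149 with a minimum of 0.5 in the deposited values. With 1 library left out the ranges were 364 to 1033 (lowest without the first and highest without the second untreated WT pool), 282 to 490 (378 and 428 without the first and second untreated, 490 without the second UTP-treated pool labelled P2Y2 KO), and 288 to 940 (same WT pools). Of the study's Table 2 genes (10), 19 were called with DESeq2, 24 with no minimum, 20 with the block, 0 from WT libraries alone and 0 to 25 with 1 library left out. No source says that replicate numbers mark shared mice or days, and the block was kept as an alternative: deviations of same-numbered untreated and UTP-treated pools correlated at 0.05 in WT, but at 0.59 in the libraries labelled P2Y2 KO, where the same-numbered pools also agree in Xist (0.0999 and 0.15 CPM in the first, 215 and 221 in the second). Of 98 calls for single genes followed, none changed direction and 6 were lost with DESeq2, 7 with the block, 25 with the covariate, 52 of 56 from 1 genotype alone, and 7 (second untreated WT pool) to 66 (first untreated pool labelled P2Y2 KO) with 1 library left out.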

Differences from the paper's values

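The rule with a minimum of 0.5 in the deposited values was chosen only after the values were seen, out of 100 combinations of minimum, place and bounds tried against the paper's counts, of which 22 came within 1.5 times its counts of both higher and lower genes in WT; the other alternatives named here were set before the data were examined. By the fold change rule of the paper (above 2 or below 0.5, above 0.5 CPM), the paper counts 1359 UTP target genes in WT cADSC, of which 598 were higher and 761 lower, and the values here give 524, 169 and 355. Of the alternatives, leaving out the second untreated WT pool gave 1033, 489 and 544, each within 1.5 times the paper's count, and no CPM minimum gave 1123 lower genes, also within that range. The other alternatives did not, with 232 to 689 genes in total, 40 to 261 higher and 186 to 450 lower, apart from no CPM minimum, with 2710 in total and 1587 higher. The paper counts 977 of its genes as regulated in WT and not in P2Y2 KO cADSC and 382 as regulated in both, and the values here give 443 and 81. For genes in WT alone, leaving out the second untreated WT pool gave 940, whereas the other alternatives gave 194 to 598 and no CPM minimum 2132. For genes in both, none of the alternatives came within 1.5 times the paper's count, with 25 to 115, and 578 under no CPM minimum. A minimum of 0.5 in the deposited values of every library, the ratio as deposited and bounds included, which was picked for this nearness, gave 1341 genes in WT, of which 592 were higher and 749 lower, with 1149 in WT alone and 192 in both, and it drops 15 of the 57 genes of the paper's Table 2. Of those 1341 genes, 819 (61.1%) had a mean of at most 0.5 CPM in both conditions. Of the 57 genes in the paper's Table 2, only 32 passed the 0.5 CPM minimum as applied here. Col25a1 stands there with a ratio of 2.00, from 0 and 1 scaled counts untreated and 1 and 1 with UTP in WT. That table thus does not follow the rule as applied here, in its minimum or its bounds.

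For the ratios the paper and the values here are close. The ratios of all 57 genes in Table 2 equal the deposited ratios to rounding, with 17 above 1 and 40 below. The log2 ratios from RNA-sequencing in Fig. 3B, read by eye as about 2.7 for Ccl5, about 1.2 for Cxcl5, about 1.4 for Saa3 and about -2.4 for Ccl12, stand beside 2.7, 1.18, 1.34 and -2.41 here. The paper's depth of about 25 cannot be compared with the 20.01 here, in units of 10 to the power of 6 per sample, since every library was scaled to a common total. Before scaling the totals are estimated at 18.6 to 22.0 in the same units, and they hold only reads assigned to genes.

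Some statements about genes differ. The paper reports that the P2Y6 receptor was not detected in cADSC, by data that are not shown, whereas P2ry6 had 688 and 482 scaled counts in the untreated WT pools. These pools also held macrophage transcripts, and P2ry6 was lower where those were lower. The counts thus do not show that the stromal cells express P2ry6. The paper names Cxcl5 as raised by UTP, also from qPCR and ELISA on independent cultures, which were not analysed here. In the RNA-sequencing values its rise did not pass edgeR as planned (adjusted p = 0.214), while it did with no minimum (0.00568). Its ratio was 3.65 against the first untreated WT pool and 1.64 against the second. These values of 2 pools per condition do not speak against the paper's other assays. Ccl22, Agtr1b and Myh6, named as examples of regulated genes, had too few counts to be tested. Mmp9 passed only with no minimum (adjusted p = 0.0169 from edgeR, with 0.239 in the test as planned). Col10a1 passed with DESeq2 (adjusted p = 0.0121) and, in edgeR, with no minimum (0.00169) and without the first untreated WT pool (0.00372). Col17a1 passed in edgeR with no minimum (adjusted p = 0.0408), as did P2rx2 (0.028). Their ratios were 13.5 and 17.5 against the first untreated WT pool, and 1.93 and 1.84 against the second. Wnt7a had 0 scaled counts in the first, which leaves no ratio to it, and a ratio of 2.07 to the second. Chrna4 passed in edgeR with no minimum (adjusted p = 0.0045). Casp1 passed with DESeq2 (adjusted p = 6.68e-05), in edgeR with no minimum (4.32e-05) and without the second untreated WT pool (0.000732), and in limma at a pseudocount of 0.1 (0.048). Ramp3 and Nos3 passed under none of the alternatives (adjusted p from 0.0545 to 0.57 and from 0.109 to 0.601 across edgeR, DESeq2 and limma).

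The paper treats genes regulated in WT and not in P2Y2 KO cADSC as specific to P2Y2 activation. A difference between the effects of UTP in both genotypes passed for 0 of the 420 such genes tested in edgeR (150 at an unadjusted p under 0.05), and for 5 genes in all in DESeq2. The genes were chosen in the same libraries for passing in 1 genotype only, which favours small p-values here. The test also misses real differences, with 30 of 50 genes changed 2-fold called in simulated data. The 0 calls thus do not show that the effects were equal. The paper names Ccl5 and Saa3 among the genes raised by UTP, and both passed here in WT, as did the falls of Ccl12, Siglec1, Stab1, Adam8, Csf1r and Msr1.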

Other observations

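The rule applied to mixed groups of pools and the epithelial genes were examined only after the results were seen; the comparisons and lists were set earlier. Before any UTP, cultures labelled P2Y2 KO expressed cell cycle genes at a lower level than WT cultures. Top2a, a topoisomerase of dividing cells, was at 286 ± 25.2 CPM in WT and 192 ± 11.2 CPM in the libraries labelled P2Y2 KO (SD, n = 2 pools each; log2 difference -0.57, standard error 0.08, adjusted p = 0.00526 from edgeR). Of 30 such genes 20 were lower and 0 higher (25 lower when adjusted over the list alone), with a median of -0.41 and an adjusted p of 2.35e-14 in limma's camera (adjusted p = 0.585 with an estimated correlation, 0.0452 with fry). Complement C3 (975 ± 103 and 2410 ± 681 CPM, log2 difference 1.30), the B cell chemokine Cxcl13 (61.2 ± 0.812 and 194 ± 30.6 CPM, 1.66) and the iron-binding lipocalin Lcn2 (2.47 ± 0.742 and 12.5 ± 6.32 CPM, 2.33) were higher in the libraries labelled P2Y2 KO (adjusted p = 0.00411, 0.000696 and 0.00759 from edgeR). These calls held with each of the 8 libraries left out in turn, but the 20 cell cycle genes became 10 and 11 without the first and second untreated pool labelled P2Y2 KO. Thyroglobulin, Tg, had 23 and 17 scaled counts in WT and 1390 and 1559 in the libraries labelled P2Y2 KO, and Vcp-rs, a sequence related to Vcp, 1600 and 1710 against 91 and 106 (log2 differences 6.19 and -4.07). Of the markers used in the paper's flow cytometry, Cd44 was lower in the libraries labelled P2Y2 KO (log2 difference -0.51, adjusted p = 0.00968 from edgeR; 0.0603 without their first untreated pool), while Thy1, Eng and Dpp4 did not pass (adjusted p = 0.302, 0.0543 and 0.0923 from edgeR; Dpp4 had 0.0124 without the second untreated WT pool, and Eng 0.0451 from limma at a pseudocount of 1 and 0.0479 from edgeR with library size in place of TMM).

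Genes of macrophages and some other leukocytes were also read at higher levels in the libraries labelled P2Y2 KO before UTP, as lists with preset correlation only. The lists of T and NK cells (0 of 5 genes called by edgeR or DESeq2 and 0 at an unadjusted p under 0.05; adjusted p = 0.523 in limma's camera) and dendritic cells (4 of 10 higher in edgeR; 0.0673) did not pass. Adjusted p from limma's camera was 8.24e-06 for macrophage genes (median log2 difference 0.42, 7 of 30 higher, 8 when adjusted over the list alone; adjusted p = 0.681 with an estimated correlation), and 3.81e-05 for foam cell genes (0.27, 11 of 24 higher, 13 over the list alone; adjusted p = 0.549 with an estimated correlation, 0.0288 with fry). B cell genes had 0.00142 (median 2.10, 3 of 11 higher, 10 over the list alone; adjusted p = 0.621 with an estimated correlation), chemokine genes 0.003 (0.42, 5 higher and 1 lower of 22, also over the list alone; adjusted p = 0.681 with an estimated correlation) and interferon genes 0.00248 (0.98, 2 of 24 higher, 1 over the list alone; adjusted p = 0.681 with an estimated correlation), from limma's camera. For neutrophil and mast cell genes it was 0.0405 (median 1.37, 1 of 7 higher, 5 over the list alone; adjusted p = 0.585 with an estimated correlation from limma, 0.0452 with fry). Fat cell genes had 0.0179 (0.96, 3 of 12 higher, also over the list alone; adjusted p = 0.681 with an estimated correlation from limma) and endothelial genes 0.0212 (0.60, 4 higher and 1 lower of 16, 8 and 1 over the list alone; adjusted p = 0.621 with an estimated correlation). Fibrosis and TGF-beta genes were lower, with 0.00739 (median -0.37, 2 higher and 7 lower of 25, 2 and 9 over the list alone; adjusted p = 0.681 with an estimated correlation from limma). The macrophage and interferon lists were no longer called without the second untreated WT pool (0.0551 each), the fat cell list without that pool (0.136) or the second untreated pool labelled P2Y2 KO (0.265), and the endothelial list without the first untreated WT pool (0.203) or the second untreated pool labelled P2Y2 KO (0.152). The neutrophil and mast cell list was lost without the first or second untreated WT pool (0.0868 and 0.0649) or the first untreated pool labelled P2Y2 KO (0.0569), and the fibrosis list without the latter (0.0646). Without the first untreated pool labelled P2Y2 KO the genes called were 3 of macrophages, 5 of foam cells, 1 of chemokines, 1 of fibrosis, 2 of endothelium and 0 of B cells, neutrophils and mast cells, and interferon response, and without the first untreated WT pool 24 of macrophages; 6 B cell genes were called without the second untreated pool labelled P2Y2 KO and 7 interferon genes without either UTP-treated WT pool.

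In cultures labelled P2Y2 KO, UTP went with higher interferon-stimulated genes. All 24 lay above 0, with a median log2 fold change of 1.26, and 0 passed edgeR or DESeq2 (19 higher when adjusted over the list alone, 20 at an unadjusted p under 0.05), with an adjusted p of 1.79e-22 in limma's camera (adjusted p = 0.332 with an estimated correlation). Acute inflammation genes had a median of 0.45 (0 passed edgeR, 6 higher over the list alone, 9 at an unadjusted p under 0.05 and 3 in DESeq2; adjusted p = 1.34e-15 in limma's camera) and chemokine genes 0.33 (Ccl5 higher, 4 over the list alone; 4.68e-09). Cell cycle genes had a median of -0.14, with 29 of 30 below 0 (0 passed edgeR, 8 lower over the list alone, 11 at an unadjusted p under 0.05 and 1 in DESeq2; adjusted p = 1.57e-10 in limma's camera). Lists of dendritic cells (median 0.24, adjusted p = 5.1e-05 in limma's camera), endothelium (0.18, 0.0128), mesenchyme (0.03, 0.0296) and proteases (0.12, 0.0464) were higher. Those 7 calls were lost with an estimated correlation (adjusted p = 0.332 with an estimated correlation for all but endothelium and mesenchyme, with 0.358 and 0.353). The dendritic list was also lost without the second untreated pool labelled P2Y2 KO (0.106), the endothelial one without the first (0.187), the mesenchymal one without the first untreated or second UTP-treated (0.0813 and 0.0578), and the protease one without the first untreated or either UTP-treated pool labelled P2Y2 KO (0.728, 0.0742 and 0.0615). Without the first or second untreated WT pool, 4 cell cycle genes were called, and 3 acute inflammation genes without the second UTP-treated pool labelled P2Y2 KO. Tnf, which the paper lists as lowered by UTP, was at 5.67 ± 2.37 and 2.42 ± 0.742 CPM in WT and at 6.47 ± 0.67 and 9.64 ± 2.9 CPM in the libraries labelled P2Y2 KO (SD, n = 2 pools each), a difference between both effects of -1.81 with an unadjusted p of 0.00446 and an adjusted p of 0.837 from edgeR (0.0427 without the second untreated WT pool).

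Other cell types in WT cADSC gave little. Fat cell genes had a median log2 fold change of -0.40 with UTP (adjusted p = 0.0799 from limma's camera), smooth muscle genes -0.15 (0.581), cardiac muscle genes -0.22 with a mean of -0.03 (0.991), Schwann cell genes -0.21 (0.875), ribosomal reference genes 0.05 (0.0934), 5 sex-linked genes 1.27 (0.0678) and the 1 red blood cell gene tested 0.95 (0.164). For these 7 lists edgeR called 0 genes (1 red blood cell gene when adjusted over the list alone). At an unadjusted p under 0.05 were 5 ribosomal, 2 smooth muscle, 1 fat cell, 1 Schwann cell and 1 red blood cell gene, and DESeq2 called 1 fat cell gene. Without the second untreated WT pool edgeR called 6 ribosomal, 4 sex-linked, 2 fat cell, 1 smooth muscle, 1 Schwann cell and 1 red blood cell gene. Mesothelial genes were higher as a list (median 0.19, 0 of 11 called by edgeR or DESeq2, 1 at an unadjusted p under 0.05; adjusted p = 0.0315 from limma's camera, adjusted p = 0.79 with an estimated correlation), which was lost without the first untreated (0.963) or second UTP-treated WT pool (0.128), with 9 genes called without the second untreated WT pool.

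The fold change rule does not separate treatment from pools in the libraries labelled P2Y2 KO. It gave 235 genes for UTP against untreated there, 278 for the first against the second pool of both treatments, and 97 for the remaining split; in WT it gave 524, 150 and 140. The first pools labelled P2Y2 KO had Xist at 0.0999 and 0.15 CPM and the second at 215 and 221 CPM, so that the first appear to come from males only. In WT, the rule without the first untreated pool kept 51.5% of the genes above 2 and 47% of those below 0.5. It kept more without the second untreated pool (90.5% and 93.8%), the first UTP-treated pool (74% and 92.1%) or the second (74% and 83.7%). Differences between pools, such as the epithelial cells that may be fewer in the first untreated WT pool (median log2 ratio of 0.21 against the second), could add genes to a list made from means. P2ry6 was present in both genotypes, so that a response through its receptor to UDP formed from UTP was not excluded, and no test here separates it from one through P2Y2. In the WT pools P2ry6 had 688, 482, 233 and 192 scaled counts where the macrophage list summed to 5730, 4050, 2500 and 2370 CPM. In the pools labelled P2Y2 KO it had 820, 687, 467 and 479 against 7320, 6290, 4960 and 5110 CPM. Whether the stromal cells carry these reads is thus not known.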
